# Flower development and sex specification in wild grapevine

**DOI:** 10.1186/1471-2164-15-1095

**Published:** 2014-12-12

**Authors:** Miguel Jesus Nunes Ramos, João Lucas Coito, Helena Gomes Silva, Jorge Cunha, Maria Manuela Ribeiro Costa, Margarida Rocheta

**Keywords:** *Vitis sylvestris*, Flower, Development, Sex, RNA-Seq, Intronic RNA

## Abstract

**Background:**

Wild plants of *Vitis* closely related to the cultivated grapevine (*V. v. vinifera*) are believed to have been first domesticated 10,000 years BC around the Caspian Sea. *V. v. vinifera* is hermaphrodite whereas *V. v. sylvestris* is a dioecious species. Male flowers show a reduced pistil without style or stigma and female flowers present reflexed stamens with infertile pollen. *V. vinifera* produce perfect flowers with all functional structures. The mechanism for flower sex determination and specification in grapevine is still unknown.

**Results:**

To understand which genes are involved during the establishment of male, female and complete flowers, we analysed and compared the transcription profiles of four developmental stages of the three genders. We showed that sex determination is a late event during flower development and that the expression of genes from the ABCDE model is not directly correlated with the establishment of sexual dimorphism. We propose a temporal comprehensive model in which two mutations in two linked genes could be players in sex determination and indirectly establish the *Vitis* domestication process. Additionally, we also found clusters of genes differentially expressed between genders and between developmental stages that suggest a role involved in sex differentiation. Also, the detection of differentially transcribed regions that extended existing gene models (intergenic regions) between sexes suggests that they may account for some of the variation between the subspecies.

**Conclusions:**

There is no evidence of differences of expression levels in genes from the ABCDE model that could explain the shift from hermaphroditism to dioecy. We propose that sex specification occurs after floral organ identity has been established and therefore, sex determination genes might be having an effect downstream of the ABCDE model genes.

For the first time a full transcriptomic analysis was performed in different flower developmental stages in the same individual. Our experimental approach enabled us to create a comprehensive catalogue of transcribed genes across developmental stages and genders that will contribute for future work in sex determination in seed plants.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-1095) contains supplementary material, which is available to authorized users.

## Background

The grape family (Vitaceae) has been widely recognized for its economic importance as the source of wine, table grapes and raisins. The family consists of 14 genera and ~ 900 species [1]. It has been suggested that this family appeared 58.5 ± 5.0 million years ago in North America [2]. In the Vitaceae family two subspecies still co-exist in Eurasia and in North Africa: the cultivated one, *V. vinifera* subsp. *vinifera* (to simplify in this work will be referred as *V. v. vinifera*) and the wild form *V. vinifera* subsp. *sylvestris* (simply referred as *V. v. sylvestris*). The cultivation of *V. v. vinifera* seems to have occurred between the seventh and the fourth millennia BC, in a geographical area between the Black Sea and Iran [3, 4] and it seems to be linked to the discovery of wine, making this the *Vitis* species with major agronomic and economic importance [5].

The wild grapevine plants are dioecious, in contrast with practically all cultivated varieties that are hermaphroditic and self-fruitful. This shift in sexual system from dioecy to self-pollination, i.e. hermaphroditism, was fundamental for grapevine productivity. *V. v. sylvestris* male flowers produce erect stamens and fertile pollen and have a reduced pistil with no style or stigma. On the contrary, female flowers have a well developed pistil but present reflexed stamens and produce infertile pollen incapable of pollination [6–8]. Therefore, in *V. v. sylvestris*, flowers are hermaphrodite at early stages of development and become unisexual due to the arrest of the reproductive organs [9].

The induction of flowering is provided by key genes that act as switches that signal the transition from vegetative to reproductive organ development. The genes involved in this switch and during flower development have been extensively studied in *Arabidopsis thaliana*. The induction of floral meristem identity is largely achieved by *LEAFY* (*LFY*) and *APETALA1* (*AP1*) [10]. Other genes, such as *UNSUAL FLOWER ORGANS* (*UFO*), *WUSCHEL* (*WUS*) and *SEPALATA3* (*SEP3*) can act as co-factors for *LFY* in the activation of genes that specify flower organ identity (the ABCDE model genes) [11, 12]. According to the model, *APETALA2* (*AP2*) and *AP1* belong to A function, that are responsible for sepal development in the first floral whorl. *APETALA3* (*AP3*) and *PISTILLATA* (*PI*) are B function genes and together with A function genes specify petals in the second whorl and with *AGAMOUS* (*AG*), a C function gene, specify stamens in the third whorl. C function alone specifies carpels in the fourth whorl. *SEP1*-*3* (E function) interacts with A, B and C function genes to correctly establish the identities in the four floral whorls. *SEEDSTICK* (*STK*) and *SHATERPROOF 1*-*2* (*SHP1*-*2*) are D function, and with the E class genes specify ovule identity. Interaction between these genes provides the signalling for flower organ development: sepals, petals, stamens, carpels and ovules [13, 14]. When *LFY* is activated it promotes, with *UFO*, the expression of *AP3* and *PI* [15, 16]. *LFY*, through the activation of *AP*1, can promote the expression of *SEP3* [17]. *LFY*/*SEP3* will then activate *AP3* and *PI* [18]. *SEP3* acts as a cofactor of *AP1* for the activation of *AP3* and *PI*. Once activated, these two genes can auto-regulate themselves [19–21]. *LFY* along with *WUS*, also promotes the expression of *AG* [22, 23], which can also positively auto-regulate itself [24]. *AP2* is expressed in the entire floral meristem but is repressed by miRNA172 in the third and fourth whorls [25–27]. These interactions promote a temporal delay in the activation of the floral homeotic genes. This delay might be by essential to ensure that differentiation of floral organs occurs before the termination of the floral meristem [28].

During the development of unisexual flowers, a particular genetic control involved in the arrest of reproductive organs becomes operative [29]. This stage differs between species, spanning the developmental spectrum from the appearance of reproductive organ primordia to the formation of fully developed but non-functional organs. Probably, in dioecious species, the point of divergence from hermaphroditic to unisexual developmental pathway is controlled by sex determining genes. Regarding *Vitis* sex evolution, a model was proposed [30] that suggests that two closely linked genes were responsible for the establishment of a dioecious population. In this model of digenic linked inheritance, *Sp* is the allele responsible for perfect pollen development and *sp* the allele that inhibits pollen development; *So* is the allele that inhibits ovule development and *so* the allele responsible for perfect ovule development. Very little is known about the nature of the genes controlling sexual determination and the mechanism in dioecious species that triggers the developmental arrest of male or female organs. The aim of this work was to identify in the wild grapevine differentially expressed genes during early flower development and, as a consequence, potentially important in sex determination. In order to assess differences between developmental stages and between genders, we sequenced the female, male and hermaphrodite flower transcriptome using Pinot Noir as the reference genome and employed global gene expression analysis. This allowed a better understanding of the expression levels of the ABCDE genes as a whole, as well as to determine their performance as putative players in sex determination. We also found clusters of genes differentially expressed between genders and between developmental stages that suggest a role related to sex differentiation. Additionally, we detected transcribed regions that are not annotated in the reference genome, and disparities in those regions between wild and domesticated *Vitis*, suggests that they may play a role in the differences observed in the flower. In conclusion, our experimental approach enabled us to create a comprehensive catalogue of transcribed genes across flower developmental stages and genders.

## Results and discussion

Sexual differentiation of wild grapevine is an interesting problem in developmental biology. The history of *Vitis* evolution may be starts with hermaphroditic ancestors that switched to a dioecious population that underwent a domestication process [30, 31].

### Wild grapevine morphology and flower bud development

The wild grapevine is a dioecious relative of the cultivated *Vitis* varieties, which are mostly hermaphrodites. It is a heliophilous liana that grows in well preserved natural habitats, generally along river banks and in humid forests. Since it is an endangered species, the Portuguese Agricultural Ministry has decided to establish a *V. v. sylvestris* collection (Dois Portos) with representative specimens harvested from populations across the Portuguese territory [32]. The morphology of *V. v. sylvestris* is different from the *V. v. vinifera*. The wild form has small leaves and the adult plant is less luxuriant then *V. v. vinifera* even when grown in a collection (Figure 1A). The grape clusters produced by female plants are small, less abundant (Figure 1B), and the grapes are acidic, with less juice per berry then the ones produced by *V. v. vinifera* [32].

**Figure 1:**
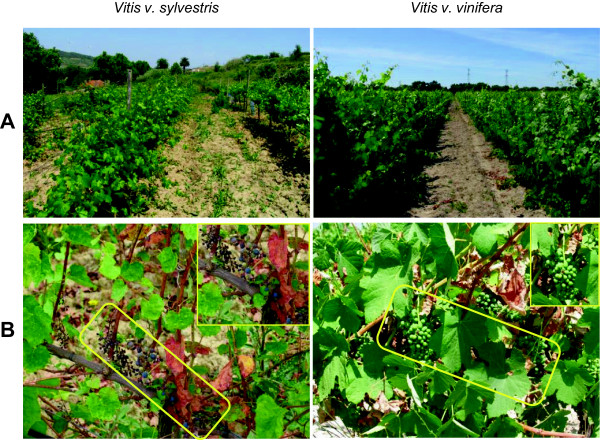
**Morphologic aspects of** ***V. v. sylvestris*** **and** ***V. v. vinifera*** **plants. (A)** Aspect of both *Vitis* in field (collection); **(B)** Aspect of the two kinds of berry produced. Rectangles comprise berry clusters.

In order to compare the morphology of different flower developmental stages of wild and cultivated *Vitis*, buds of *V. v. sylvestris* and *V. v. vinifera* were collected during the month of April, when inflorescences from stages B (early) to H (just before blooming) could be observed [33] (Additional file 1). Buds from male, female and hermaphroditic plants could not be distinguished until stage H. Histological analysis of inflorescences showed that sepal organ primordia can be identified at stage D (Figure 2). In stage F, which was collected four days after stage D, petal and stamen primordia can be visualized in male inflorescences. Male inflorescences develop slightly earlier than the female (Figure 2) and this feature continues throughout development with a concomitant pollen release 3 to 4 days before the female flower becomes functional.

**Figure 2:**
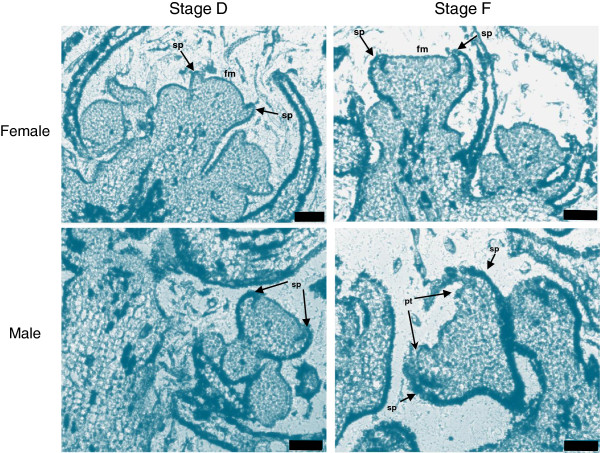
**Bright**-**field micrographs of longitudinal sections of** ***V. v. sylvestris*** **inflorescence.** Flower meristems at development stage D and stage F of female flowers and at development stage D and F of male flowers. sp, sepals; fm, flower meristem; pt, petals. Scale bar = 75 μm.

Until early G stage there are no morphologic cues that allow distinguish male from female plants or even from hermaphrodite ones (Figure 3A and B). At a later developmental stage (stage H), male flowers show the first morphological indication that pistil development is compromised, with the centre of the flower meristem remaining flat (Figure 3C). Nevertheless, a cross section through the ovaries of these flowers reveals that they contain four ovules, just like the female and hermaphroditic flowers (Figure 3D). The carpel of male flowers does not develop further (Figure 4A and B). Female flowers show the presence of reflexed stamens, in which the filaments curl back and down, bringing the anthers near the base of the ovary (Figure 4A and B). In addition, the pollen produced by female plants is infertile [6–8]. The three genders show the presence of five odor glands commonly referred to as nectaries.

**Figure 3:**
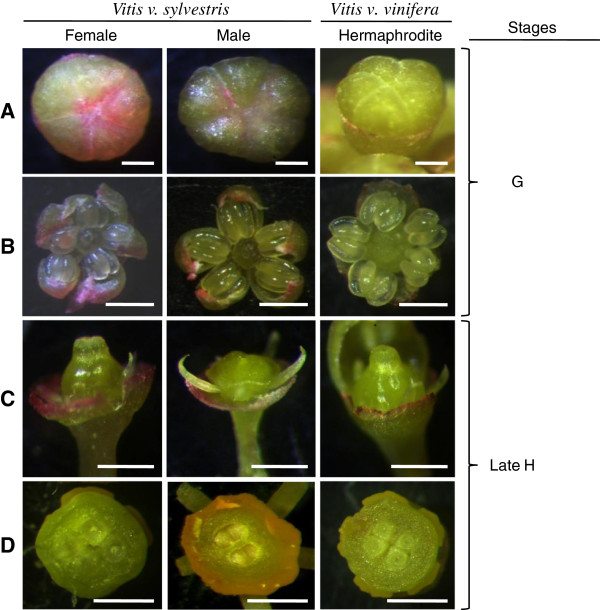
**Floral buds of** ***V. v. sylvestris***(**female and male**) **and** ***V. v. vinifera*** **. (A)** Top view of floral buds; **(B)** Stamens after the petals were removed; **(C)** Pistil; **(D)** Top view of the ovaries where it is possible to see 4 ovules in all the sexes. Scale bar = 500 μm.

**Figure 4:**
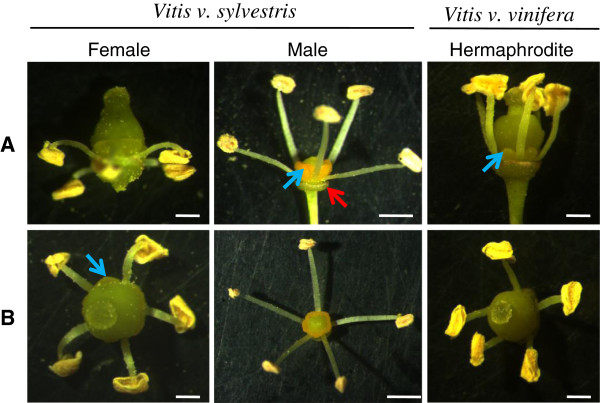
**Morphologic aspects of** ***V. v. sylvestris*** **and** ***V. v. vinifera*** **flowers.** **(A)** Floral buds after petal removal (lateral view). Blue arrow point to five odor glands commonly referred to as nectaries. Red arrow point to the calyx; **(B)** Top view of reproductive organs after petals were removed. Scale bar = 500 μm.

In summary, in *V. v. sylvestris*, the establishment of male and female characteristic flower morphology is quite a late event during flower development. Flowers of both sexes are bisexual at inception and become unisexual by cessation of organ development that in male plants consists on the suppression of the style and the stigma and in female flowers in the abnormal morphology of stamens that become reflexed with non-functional pollen.

### RNA-Seq analysis of three flower sex types in grapevine

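Buds of 4 developmental stages, B, D, G and H, were sequenced from 3 genders, with 1 sample per gender and stage and a total of 12 samples (no replicates). The female and the male samples each came from a single wild plant (V. v. sylvestris), and the hermaphrodite samples from the cultivated variety Touriga Nacional (V. v. vinifera), so the gender and the plant cannot be told apart. The paper sequenced each sample in separate Illumina runs treated as technical replicas, and the files hold a single table per sample. The authors mapped the reads with the CLC Genomics Workbench to the PN40024 reference genome with its 12X V1 gene models and deposited, for each of 29971 genes, the reads on the whole gene, the reads on annotated exons, how many of these map to a single place, the number of putative exons and the RPKM. The RPKM in the files equals the exon reads divided by the exon length in kilobases and by the reads mapped to genes in the sample in units of 1000000. Reads mapped to genes per sample had a median of 25050797 in the female, 30008409 in the male and 25545928 in the hermaphrodite, with 23326298, 25431642, 24669952 and 31489736 in the female, 30309889, 30102173, 13588556 and 29914645 in the male and 32691657, 23481858, 24030067 and 27061788 in the hermaphrodite from stage B to stage H. A gene of the median exon length of 1126 bases reached an RPKM of 1 with 15.3 exon reads in male stage G and with 36.8 in hermaphrodite stage B, the samples with the fewest and the most reads. Genes were called expressed at an RPKM of at least 1, as in the paper. Differences between genders were tested on the exon read counts with edgeR's quasi-likelihood test in a model with stage and gender, in which the 4 stages of a gender stand in for replicates, and a single gene was compared between 2 samples with Fisher's exact test. The exact test covers counting noise only and says nothing about variation between plants. A 95% interval given with an RPKM is the Wilson interval of the gene's share of the reads mapped to genes in that sample.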

To identify genes possibly involved in flower development and sex specification, in *V. v. sylvestris* and *V. v. vinifera*, a transcriptomic analysis was performed using four flower developmental stages B (early), D, G and H (just before blooming). Total RNA was extracted from both male and female *V. v. sylvestris* buds and from the hermaphrodite *V. v. vinifera* cv. Touriga Nacional and sequenced by Illumina. 

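Between 13588556 and 32691657 reads per sample were mapped to genes, with a median of 26246715 over the 12 samples (no replicates). Only the reads that fell on genes are in the files analysed here, not the reads sequenced. At this depth 2102 of the 29971 genes had no exon read in any sample, 22255 had an RPKM of at least 1 in at least 1 sample and 16907 in all 12. The number of expressed genes did not follow the reads per sample, with a Pearson r of 0.211 over the 12 samples (permutation p = 0.50, adjusted p = 0.63 over 5 relations with depth) and a Spearman rho of 0.112 (permutation p = 0.73, adjusted p = 0.73). Without male stage G and hermaphrodite stage B, the samples farthest from the median depth, r was 0.371 (permutation p = 0.30). The labels name no sequencing batch, so the relation could not be computed within batches. Asking for at least 10 exon reads in place of the RPKM threshold moved the count most, from 19131 to 21133 genes in hermaphrodite stage B. The paper reasons that a tag density of this size is sufficient for a quantitative analysis of gene expression.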

Each stage was represented by at least 30 million reads (Table 1), with 50 bp in length equivalent to 1.5 Gb of total sequence data, a tag density sufficient for quantitative analysis of gene expression [34]. 

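In male stage G, 13588556 reads were mapped to genes (no replicates), of which 13113098 mapped to a single place. The other 3 male samples held 30309889, 30102173 and 29914645 reads on genes.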

In the developmental stage G of male buds only 15,677,686 reads were obtained. 

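The 12 samples were thinned at random to the 13588556 gene reads of male stage G, in 20 draws, and the RPKM values were computed again. The mean number of genes with an RPKM of at least 1 then fell in female stage G from 19314 to 19296 (SD 14.7 over the draws), which at -0.0906% was the largest change of any sample. Male stage G itself had 19240 expressed genes, between the 19158 of male stage B and the 19344 of male stage D (no replicates). The lower depth is visible in genes with few reads, since 5913 genes had no exon read in male stage G against 4932 in male stage H. Counting genes with at least 10 exon reads in place of the RPKM threshold gave 19686 genes in male stage G and 21207 in male stage D. The paper holds that the lower number of reads leaves the RPKM unaffected because this measure is scaled to the mapped reads.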

The reduced number of reads obtained in this developmental stage, does not affect the RPKM (Reads per Kilobase of exon model per Million mapped reads), which was the measure used to quantify the expression value of the transcribed genes (Table 1) [35]. The Phred quality scores ranged from 37.3 to 38.2, which meant that the accuracy of the base call was higher than 99.9%. About 86% of reads were successfully mapped to the reference genome [36], (http://genomes.cribi.unipd.it/DATA/GFF/V1.tar.gz). 

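The files analysed here hold the reads that fell on the gene models of this reference, from 13588556 in male stage G to 32691657 in hermaphrodite stage B (no replicates). The reads that did not map are not in the files analysed here, so the mapped percentage was not computed.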

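Of the reads mapped to genes, the share that mapped to a single place lay between 96.3% in hermaphrodite stage B and 96.5% in male stage H, and the share of reads that mapped to more than 1 place between 3.47% and 3.69% (no replicates). In female stage B, for example, 22470383 reads mapped to a single place and 855915 did not. These percentages are of the reads on genes and not of all reads sequenced, which are not in the files analysed here. No alternative was set for this share.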

83% of the total number of reads mapped specifically, which means that only mapped once in the genome, and 3% non-specifically (reads that mapped in more than one locus). From those 86% of reads that mapped to the reference about 95% mapped to exons and 5% to intronic or intergenic regions. 

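Of the reads mapped to genes, between 93.8% and 95.5% fell on annotated exons, with a mean of 94.8% over the 12 samples, and between 4.50% and 6.21% fell elsewhere within genes, with a mean of 5.196% (no replicates). The share outside exons was lowest in hermaphrodite stage B and highest in female stage H, with 95% Wilson intervals of 4.49% to 4.51% and 6.201% to 6.22%, so the samples differ by more than the counting noise. Reads between genes are not in the files analysed here, and the shares cover introns and other unannotated parts of genes only. The paper counts the reads on introns and between genes together. Its mapped reads, however, equal the reads on genes in every sample, as with 22470383 and 855915 in female stage B. These mapped totals thus include no further reads between genes.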

The high number of reads in intronic and intergenic regions, together with the high percentage of reads that did not map at all (14%), strongly indicates that the *Vitis* reference genome may require revision. Despite the fact that the percentage of non-mapped reads are similar between *V. v. vinifera* and *V. v. sylvestris* we do not rule out the very interesting possibility that some of these set of genes might be exclusive of the varieties samples under study, namely *V. v. sylvestris* and Touriga Nacional. Additionally, all predicted grapevine genes were assigned to functional categories and annotation using 12× V1 [37].

**Table 1:** **RNA-Seq reads summary and number of expressed genes**

		Reads	Unmapped	Mapped		
				Uniquely	Non-specifically	Expressed genes
Females	B	26,984,047	3,657,749 (14%)	22,470,383 (83%)	855,915 (3%)	19,034
	D	29,269,120	3,837,478 (13%)	24,506,772 (84%)	924,870 (3%)	19,218
	G	28,443,374	3,773,422 (13%)	23,795,594 (84%)	874,358 (3%)	19,314
	H	36,770,983	5,281,247 (14%)	30,354,787 (83%)	1,134,949 (3%)	19,847
Males	B	35,057,821	4,747,932 (14%)	29,219,864 (83%)	1,090,025 (3%)	19,158
	D	34,869,473	4,767,300 (14%)	29,035,852 (83%)	1,066,321 (3%)	19,344
	G	15,677,686	2,089,130 (13%)	13,113,098 (84%)	475,458 (3%)	19,240
	H	34,769,197	4,854,552 (14%)	28,878,046 (83%)	1,036,599 (3%)	19,428
Hermaphrodites	B	38,133,062	5,441,405 (14%)	31,484,330 (83%)	1,207,327 (3%)	19,131
	D	27,259,124	3,777,266 (14%)	22,625,475 (83%)	856,383 (3%)	19,406
	G	27,887,452	3,857,385 (14%)	23,162,649 (83%)	867,418 (3%)	19,553
	H	31,013,842	3,952,054 (13%)	26,080,888 (84%)	980,900 (3%)	19,561
Average		30,511,265	4,169,743 (14%)	25,393,978 (83%)	947,543 (3%)	

### Transcriptional analysis

For the evaluation of gene expression, a filter was applied so, only genes with RPKM ≥1 were considered. 

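At an RPKM of at least 1, the number of expressed genes from stage B to stage H was 19034, 19218, 19314 and 19847 in the female, 19158, 19344, 19240 and 19428 in the male and 19131, 19406, 19553 and 19561 in the hermaphrodite, out of 29971 genes (no replicates). A stricter filter of an RPKM of at least 2 left 18099 genes in female stage H and 17510 in male stage G.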

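Stage B had 19034 expressed genes in the female, 19158 in the male and 19131 in the hermaphrodite (no replicates), and 17832 of these were expressed in all 3 genders. The corresponding shared sets held 18078 genes in stage D, 17973 in stage G and 18144 in stage H. Within a stage the spread between genders was largest in stage H, from 19428 genes in the male to 19847 in the female. In stage G the hermaphrodite had 19553, the female 19314 and the male 19240. With at least 10 exon reads as the filter, the stage G counts became 20994, 20800 and 19686 in the same order, which follows the depth of the samples more closely. From the counts at an RPKM of at least 1, the paper concludes that the number of expressed genes differs between genders within each developmental stage.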

In general, it is possible to observe that the number of genes expressed at each developmental stage is different even when comparing the same developmental stages between the three genders (Figure 5A). 

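Genes with an RPKM of at least 1 in a single gender numbered 400 in the female, 440 in the male and 533 in the hermaphrodite in stage B, 353, 401 and 524 in stage D, 388, 461 and 653 in stage G and 709, 417 and 472 in stage H (no replicates). Most of these genes lay close to the threshold, with a median RPKM of 1.66 among the 709 genes of female stage H, of which 279 reached an RPKM of 2 and 22 an RPKM of 10. In 431 of the 709 genes the RPKM of another gender also reached 0.5, and in 40 no other gender had an exon read. An exact binomial test against each of the other genders, with adjustment over all genes, placed 496 of the 709 (70.0%) above both, and 389 of the 653 hermaphrodite genes of stage G (59.6%). After thinning all samples to the same number of reads, stage H held 742 genes of the female, 435 of the male and 510 of the hermaphrodite. The alternative that moved these counts most was a filter of at least 10 exon reads, under which the exclusive genes of male stage G fell from 461 to 174. From the stage H counts, the paper concludes that the female expresses more genes of its own late in flower development.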

Data analysis shows that the hermaphrodite flower has more exclusively expressed genes in stages B, D and G. The female gender has more genes being expressed in late flower development (H stage), with 709 exclusive genes, than male (417) and hermaphroditic flowers (472). 

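Genes expressed in the female and the hermaphrodite but not in the male numbered 341 in stage B, 363 in stage D, 537 in stage G and 536 in stage H (no replicates). The sets shared by the female and the male held 461, 424, 416 and 458 genes over the same stages, and those shared by the male and the hermaphrodite 425, 441, 390 and 409. Male stage G has the fewest reads, and a filter of at least 10 exon reads, which depends on depth, raised the stage G set from 537 to 990 genes, against 527 in stage H. Thinned to equal depth, the sets held 382, 391, 521 and 555 genes from stage B to stage H. The paper relates the rise in stages G and H to the development of the pistil, which takes place during these stages and is incomplete in the male.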

Additionally, genes shared by female and hermaphrodite increase in stages G and H (Figure 5A) and may represent genes involved in pistil development, which mainly occurs during these stages. 

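The female expressed 342, 197, 190 and 840 genes in stage B, D, G or H only, the male 152, 157, 151 and 377 and the hermaphrodite 197, 200, 191 and 270 (no replicates). Genes expressed in all 4 stages numbered 17580 in the female, 18257 in the male and 18151 in the hermaphrodite. Thinning to equal depth left 866 genes of female stage H. The stage counts of the male depended most on the filter, since with at least 10 exon reads male stage G kept 6 genes of its own in place of 151. The paper takes the larger sets of single stages as evidence that the female has more stage-specific genes, although fewer genes common to all stages.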

The overview by gender revealed that the female has more genes specifically expressed in individual developmental stages (although only 17,580 common to all stages against 18,257 and 18,151 from the male and hermaphrodite, respectively) (Figure 5B). 

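In stage H only, 840 genes were expressed in the female, 377 in the male and 270 in the hermaphrodite, compared with all other stages of the same gender (no replicates). These genes are a part of the 19847, 19428 and 19561 genes expressed in stage H of the 3 genders. At equal depth the numbers were 866, 396 and 311, and 875, 458 and 306 with a filter of at least 10 exon reads.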

Developmental stage H in hermaphrodite plant has fewer expressed genes (270), relatively to the same developmental stage on other genders. This strikes as strange since the cultivated variety has a flower with fully functional stamens and pistil and, therefore, we would expect it to require more genes involved in the differentiation of these tissues than male or female flowers. 

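Genes expressed in stage G only numbered 190 in the female, 151 in the male and 191 in the hermaphrodite, and genes expressed in stages G and H only 312, 165 and 401 (no replicates). After thinning to the depth of male stage G, the sets of stages G and H held 310, 173 and 398 genes. With at least 10 exon reads as the filter the male set of stages G and H shrank to 30 genes, while the female and the hermaphrodite kept 288 and 298. The paper connects the smaller male sets with the differentiation of the fourth whorl, which begins around stage G.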

Nevertheless, considering that the differentiation of the fourth whorl occurs at around stage G, we can observe that the number of genes expressed at stage G and common in stages G and H is greatly diminished in the male plant (Figure 5B).

**Figure 5:**
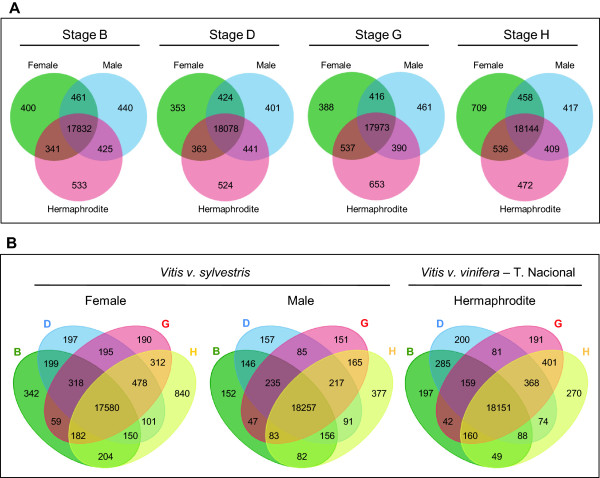
**Representation of the number of genes with expression (RPKM ≥1) in the three flower sex types. (A)** Venn diagrams showing common and specific expressed genes for female, male and hermaphrodite plants in each developmental stage in two or three of the flower sex types. **(B)** Venn diagrams showing unique and shared transcripts detected by developmental stages in each flower sex type. The overlapping regions represent genes that are expressed in two, three or four of the flower developmental stages.

### Putative exons and “dark matter”?

The RNA-Seq technology can be used for identifying transcripts on intragenic non-annotated exons or even between annotated genes (intergenic regions). In order to identify putative exons and to prevent false identification, the relative expression level was filtered at 20%, which means that the expression level of the new exons has to be at least 20% of the number of reads found on known annotated exons of its gene. This means that we have rejected putative exons with lower number of reads. On all genders, RNA-Seq revealed several group of reads inside regions annotated as intragenic or introns, which indicates that those regions are being transcribed (1653 genes for female flower, 1559 for male flower, 1637 for hermaphrodites) (Figure 6). 

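Genes with at least 1 putative exon in at least 1 stage numbered 1653 in the female, 1559 in the male and 1637 in the hermaphrodite (no replicates). Per sample the files list 810, 898, 916 and 1145 such genes from stage B to stage H in the female, 1088, 1024, 565 and 1041 in the male and 1122, 900, 981 and 1055 in the hermaphrodite. The files count putative exons per gene and give neither their positions nor their reads. Most of these genes also had reads on their annotated exons: an RPKM of 0 with a putative exon occurred in 74 genes of the female, 69 of the male and 66 of the hermaphrodite. Of the alternatives, which were added after the files were seen, this condition changed the number most, and asking for at least 2 putative exons left 628, 578 and 607 genes. The paper concludes from such groups of reads that regions annotated as introns are transcribed in all genders.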

Some of the genes identified with putative exons are expressed in specific stages of flower development and, therefore, might be important to consider them as possibly having a role in the process. 

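The genes whose putative exons were found in a single stage numbered 108, 113, 104 and 310 from stage B to stage H in the female, 169, 112, 60 and 165 in the male and 220, 82, 101 and 133 in the hermaphrodite (no replicates). Putative exons in all 4 stages were found in 427 genes of the female, 382 of the male and 539 of the hermaphrodite. The largest sets of each gender were those of female stage H, male stage B and hermaphrodite stage B, which are also the samples with the most gene reads of their gender, 31489736, 30309889 and 32691657. With at least 2 putative exons required, a condition added after the files were seen, 607 of the 1637 hermaphrodite genes remained over all stages. The paper reasons that genes whose putative exons are expressed in specific stages may have a role in flower development.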

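In the female, 108 genes had putative exons in stage B only, 113 in stage D only, 104 in stage G only and 310 in stage H only, and the mean of the first 3 stages was 108.33 (no replicates). Female stage H is also the female sample with the most reads, 31489736 on genes against 23326298, 25431642 and 24669952. Counted per 1000000 gene reads, genes with putative exons numbered 34.7 in stage B, 35.3 in stage D, 37.1 in stage G and 36.4 in stage H. Requiring an RPKM below 1 in the same sample, a condition chosen after the files were seen, left 214 of the 1653 female genes.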

In female flower, for instance, 310 genes with putative exons were expressed exclusively on stage H, three times more than the average of expressed genes with putative exons exclusive of other stages (about 108) (Figure 6). The number of genes with exons exclusively on one developmental stage varies. Male flowers share 382 genes with putative exons present on all developmental stages. 

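The same count over all 4 stages was 427 in the female and 539 in the hermaphrodite (no replicates). Male stage G, with 13588556 gene reads, had putative exons in 565 genes, which bounds the male overlap, while the other male stages had 1088, 1024 and 1041.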

In the transcriptomes of male flowers none of the developmental stages shows a relevantly high number of genes with putative exons exclusive of that stage, but developmental stage G has only 60 genes with putative exons exclusively being expressed, less than half of the average of expressed genes with putative exons present only on the others stages (about 149). 

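Male genes with putative exons in a single stage numbered 169 in stage B, 112 in stage D, 60 in stage G and 165 in stage H, and the mean of the stages other than G was 148.67 (no replicates). Male stage G held 13588556 gene reads, against 30309889, 30102173 and 29914645 in stages B, D and H. Per 1000000 gene reads the genes with putative exons numbered 41.6 in male stage G and 35.9, 34.0 and 34.8 in the other 3 stages. When at least 2 putative exons were required, an alternative added after the files were seen, 578 of the 1559 male genes remained over all stages.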

It is important to take into consideration, that a reduced number of reads found on G stage does not compromises the evaluation of putative exons, as the reference for this stage is the same for all the others (20%, as referred above). 

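Over the 12 samples, the number of genes with at least 1 putative exon rose with the reads mapped to genes, from 565 genes at 13588556 reads in male stage G to 1145 at 31489736 reads in female stage H (no replicates). The Pearson correlation was 0.957 (permutation p = 2.0e-05, adjusted p = 1.0e-04 over the 5 relations with depth that were computed) and Spearman's rho was 0.916 (permutation p = 1.0e-04, adjusted p = 5.0e-04). Without male stage G and hermaphrodite stage B, the samples farthest from the median depth, r was 0.876 (permutation p = 0.0017) and rho 0.867 (permutation p = 0.0023) over 10 samples. The labels and the paper give no batch within which the relation could be computed again. The number of expressed genes showed no such relation, with an r of 0.211 (permutation p = 0.50, adjusted p = 0.63). The condition that changed these gene sets most, chosen after the files were seen, was an RPKM of 0 in the same sample, which left 69 of the 1559 male genes.

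**Figure D1:**
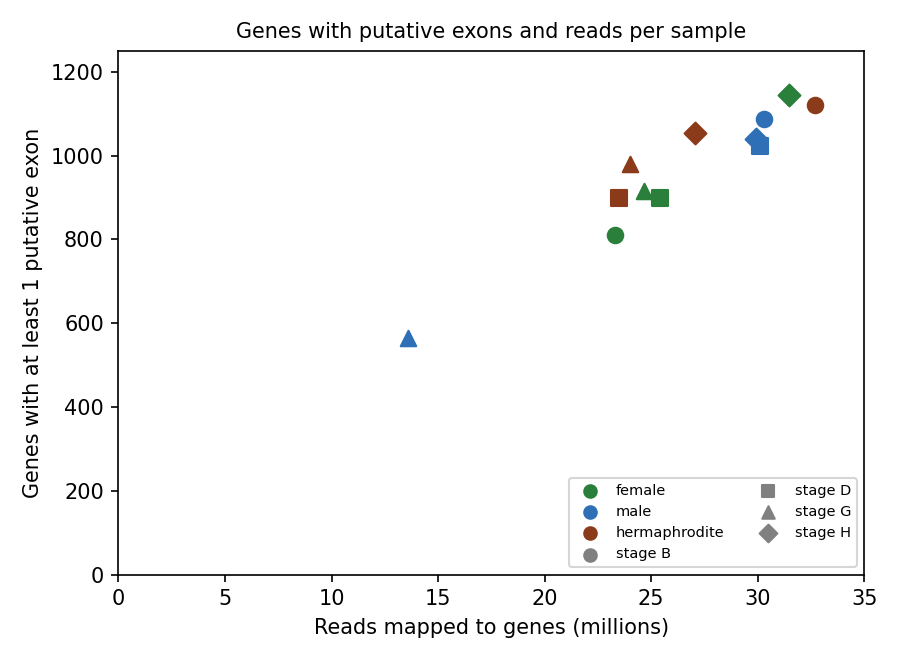
Genes with at least 1 putative exon (y axis, number of genes) against reads mapped to genes (x axis, in units of 1000000 reads) in the 12 samples, with the colour giving the gender and the marker the stage. Male stage G lies lowest on both axes at 565 genes, and the other 11 samples lie between 810 and 1145 genes.

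The paper reasons that the evaluation of putative exons in stage G is not compromised, since the same threshold relative to the annotated exons was applied in every stage.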

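The number of putative exons per gene changed between stages in 1495 of the 1653 female genes, 1423 of the 1559 male genes and 1438 of the 1637 hermaphrodite genes that had any, where a stage without a putative exon counts as 0 (no replicates). Among the genes with putative exons in all 4 stages, 269 of 427 in the female changed their number. The gene shown in Figure 7A, Vv01s0011g01030, lies on chromosome 1 from 910536 to 918449 of the 12X V1 annotation of PN40024 and has 7 annotated exons. Its putative exons numbered 0, 2, 2 and 1 from stage B to stage H in the female, 1, 1, 0 and 2 in the male and 1, 0, 1 and 2 in the hermaphrodite. These calls rest on between 71 and 291 reads outside exons per sample. Restricting the female set to at least 2 putative exons, after the files were seen, brought it from 1653 to 628 genes. The paper concludes from such changes that the number of putative exons of a gene varies between stages.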

Moreover, we identified genes with a certain number of putative exons on one developmental stage, and a different number of putative exons on other developmental stage (Figure 7A).

**Figure 6:**
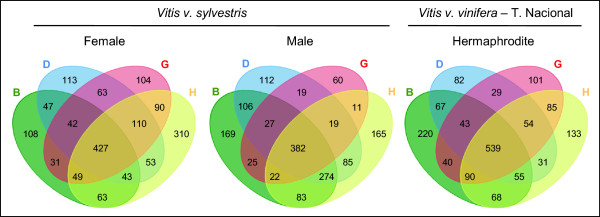
**Venn diagrams summarizing the number of genes with RPKM ≤ 0.** These genes are considered as not being expressed due to the fact that their reads only map to regions annotated as introns. The overlapping regions represent genes that are considered as non expressed in two, three or four of the flower developmental stages.

**Figure 7:**
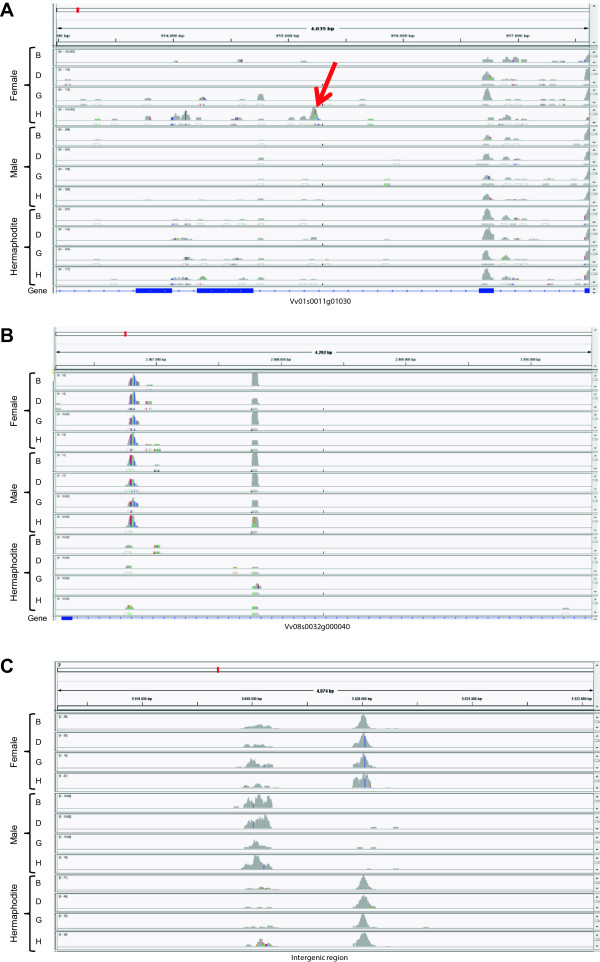
**Examples of putative exons in** ***Vitis*** **transcriptomes as well as intergenic RNAs. (A)** A gene with expression in chromosome 1 with differentially expressed putative exons between sex and developmental stages; **(B)** A gene without expression allocated in chromosome 8 where intronic RNAs change between genders; **(C)** Intergenic RNAs in chromosome 2 that change between sex and developmental stages.

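The gene of Figure 7A, Vv01s0011g01030 on chromosome 1 from 910536 to 918449 (12X V1 of PN40024), had RPKM values between 1.42 in female stage H (95% interval 1.15 to 1.76) and 5.57 in hermaphrodite stage B (5.01 to 6.19), and between 71 and 291 reads outside its annotated exons (no replicates). Between 47.1% and 83.0% of its exon reads mapped to a single place, so its values are uncertain where a near-identical copy shares reads. The gene of Figure 7B, Vv08s0032g00040 on chromosome 8 from 2906244 to 2912260, had between 1 and 9 exon reads per sample and RPKM values from 0.0673 to 0.469, and none of these exon reads mapped to a single place. Reads outside its exons numbered 55, 32, 36 and 35 from stage B to stage H in the female, 49, 44, 28 and 30 in the male and 9, 12, 5 and 12 in the hermaphrodite. Reads between genes, as in Figure 7C, are not in the files analysed here.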

A different number of putative exons in different stages of flower development may indicate that different protein isoforms with possibly different functions may be required during flower development. 

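Genes with a putative exon and an RPKM below 1 in the same sample numbered 214 in the female, 167 in the male and 181 in the hermaphrodite over the 4 stages (no replicates). With an RPKM of exactly 0 the numbers were 74, 69 and 66. In single samples the genes with an RPKM below 1 and a putative exon ranged from 34 in male stage G to 133 in female stage H. Both conditions were set after the files were seen. The paper reasons that such genes were considered as not expressed although putative exons were found in them.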

Apart from the genes referred above, it is very important to consider genes with RPKM value lower than 1 (that were considered as not being expressed), but for which putative exons were found. As the RPKM takes into consideration the number of reads on exon-annotated regions, but ignore reads on introns, the RPKM value is not correctly calculated. 

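Genes with an RPKM of 0 and at least 1 read outside annotated exons in at least 1 stage numbered 1572 in the female, 1505 in the male and 1517 in the hermaphrodite (no replicates). Per sample there were between 765 and 833 such genes. Few of them had many reads, since asking for at least 10 reads outside exons left 439, 383 and 406 genes, while an RPKM below 1 in place of 0 raised the numbers to 4536, 4081 and 4257. The gene of Figure 7B, Vv08s0032g00040 on chromosome 8 from 2906244 to 2912260 (12X V1 of PN40024), had 6 exon reads and 55 reads outside exons in female stage B. The paper takes these genes as cases in which the transcripts match introns and not the annotated exons.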

These kind of genes represent a situation where no reads, or very few ones, match with the annotated exons and a large amount of transcripts matched with intronic regions (Figure 7B). The presence of these putative exons transcribed but not annotated indicates that the *Vitis* genome needs to be revised. Another situation comes from transcripts outside the boundaries of known genes, that could revealed the presence of a “dark matter” as it has been referred for noncoding regions that produce an important set of transcripts in mammalian genomes [38]. We have excluded regions flanking genes up to a distance of 10 kb, as reads in these regions are more frequent and possibly correlated with known genes (Figure 7C). It has been thought that the reads found in intronic or intergenic regions are just pre-mRNAs en route to splicing or spliced-out introns en route to degradation. Nevertheless, we observed that the signal from intronic RNA was not evenly spread among genes: different amounts of intronic RNA were found along genes whose expression is associated with sex or flower development. 

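Among genes with at least 50 reads, the median share of reads outside exons lay between 3.47% in hermaphrodite stage B and 4.62% in hermaphrodite stage H (no replicates). The share was uneven between genes: the 90th percentile lay between 21.9% and 27.1%, between 434 and 804 genes per sample had more than 50% of their reads outside exons, and between 2413 and 3097 had none. The minimum of 50 reads keeps the counting error of each share small, and no alternative to it was set. Female stage H had 804 genes above 50% and male stage G 434, among 19233 and 16434 genes with enough reads. From the uneven spread, the paper reasons that the intronic signal should not be ignored as pre-mRNA or spliced-out introns alone.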

The same situation occurs with intergenic transcripts. Contrary to the general idea, our data reinforce the opinion from other studies [39, 40] that this class of RNAs should not be ignored.

### RNA-Seq validation

All predicted genes were assigned to functional categories and annotation using 12x V1 of the reference genome and we have manually inspected the genes mentioned in this work to confirm their sequence.

To validate the RNA-Seq results, the expression of the homologues of genes known to be involved in flower development in *A. thaliana* (*TERMINAL FLOWER* (*VvTFL* [41]), *LEAFY* (*VvLYF* [42]), *APETALA 1* (*VvAP*1 [43]), *APETALA 3* (*VvAP3* [44]) and *PISTILLATA* (*VvPI* [44])) was evaluated by quantitative Real Time PCR analysis (RT-qPCR). The RT-qPCR procedure allowed the quantification of absolute amount of mRNA copies that makes possible gene expression quantification without a reference gene. Gene expression profile of these five genes was found to be similar on both RNA-Seq and RT-qPCR. The differences found between both profiles are inherent to the applied techniques. 

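VvTFL (Vv06s0080g00290) lies on chromosome 6 from 20199694 to 20200900 of PN40024 (12X V1) and has 4 exons. Its RPKM from stage B to stage H was 22.1, 17.4, 0.369 and 0.346 in the female, 13.4, 11.5, 8.03 and 0.851 in the male and 8.95, 7.90, 0.151 and 0 in the hermaphrodite (no replicates). The values of stage B rest on 283, 224 and 161 exon reads, and no read was found in hermaphrodite stage H, where 3 reads would give an RPKM of 0.202. From stage D to stage G the log2 RPKM changed by -5.56 in the female, -0.515 in the male and -5.71 in the hermaphrodite, with adjusted p = 2.5e-63, 0.027 and 4.9e-28 from Fisher's exact test. In the male the larger change came from stage G to stage H, -3.24 (adjusted p = 5.0e-18, Fisher's exact test). In stage G the 95% interval of the RPKM was 0.157 to 0.863 in the female and 6.24 to 10.3 in the male. In edgeR's quasi-likelihood test the gene was past the threshold for stage (adjusted p = 0.023) and not for gender (adjusted p = 0.25). Effective library sizes from TMM shifted the female change from D to G to -5.61. The paper reads these profiles as a decrease along development in all genders that starts later in the male.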

The expression of the gene *VvTFL* seems to decrease throughout the developmental stages on all three genders in both RNA-Seq and RT-qPCR, even in male plants in which the *down*-*regulation* seems to start later (Figure 8). *VvLYF* and *VvAP1* transcript levels show a slight variation along flower development (Figure 8). 

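VvLFY, written VvLYF here (Vv17s0000g00150, chromosome 17 from 71718 to 73739 of PN40024, 12X V1), had RPKM values from stage B to stage H of 11.5, 2.34, 15.8 and 7.88 in the female, 21.5, 15.2, 25.6 and 20.0 in the male and 9.23, 6.27, 13.9 and 10.1 in the hermaphrodite (no replicates). The lowest of these rests on 72 exon reads, with a 95% interval of 1.86 to 2.95. VvAP1 (Vv01s0011g00100, chromosome 1 from 150391 to 175330) had 44.6, 21.8, 197 and 119, then 105, 75.8, 118 and 173, and 42.0, 46.5, 172 and 160 in the same order, on between 502 and 4681 exon reads. The largest step of either gene was from stage D to stage G in the female, a log2 change of 2.754 for VvLFY and 3.17 for VvAP1, a size reached by 1.403% and 1.02% of the expressed genes between the same samples. edgeR's quasi-likelihood test of stage gave an adjusted p = 0.056 for VvLFY and 0.022 for VvAP1. With TMM effective library sizes these female steps became 2.71 and 3.13. The paper describes the variation of both transcripts along development as slight.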

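In every stage VvLFY (Vv17s0000g00150) had its highest RPKM in the male, with 21.5 (95% interval 20.1 to 23.1) against 11.5 in the female and 9.23 in the hermaphrodite in stage B, 15.2 against 2.34 and 6.27 in stage D, 25.6 against 15.8 and 13.9 in stage G and 20.0 against 7.88 and 10.1 in stage H (no replicates). Over the 4 stages the log2 fold change of the male over the female was 1.33 (standard error 0.28, adjusted p = 0.036 from edgeR's quasi-likelihood test), and of the hermaphrodite over the male -1.11 (standard error 0.28, adjusted p = 0.032 from the same edgeR test). The stages stand in for replicates, and the gender test as a whole gave an adjusted p = 0.022 in edgeR. Leaving out a stage moved the male to female contrast to between 0.971 without stage D and 1.56 without stage G, and none of these 4 fits kept it past the threshold of 0.05. The paper states that VvLYF is higher in the male in all stages, while it sees no apparent significant differences between genders.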

Despite the absence of apparent significant differences between genders, *VvLYF* is more expressed in male flowers than in the other genders along all stages of development (Figure 8). 

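VvAP1 (Vv01s0011g00100 on chromosome 1 from 150391 to 175330, 12X V1 of PN40024) had a higher RPKM in the male than in both other genders in stages B, D and H, with 105 against 44.6 in the female and 42.0 in the hermaphrodite in stage B and 173 (95% interval 168 to 178) against 119 and 160 in stage H (no replicates). In stage G the female had 197, the hermaphrodite 172 and the male 118. In the hermaphrodite the log2 RPKM rose by 1.88 from stage D to stage G, and then fell by 0.104 from G to H (adjusted p = 0.0032, Fisher's exact test), a change that 63.5% of the expressed genes reached between these samples. The log2 fold change of the male over the female across stages was 0.722 (standard error 0.35, adjusted p = 0.29 from edgeR's quasi-likelihood test), a difference within the spread between the stages. Without stage G it rose most, to 1.17. The paper states that VvAP1 is also more expressed in male flowers, and that it seems to rise in stage G of the hermaphrodite and to drop afterwards.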

*VvAP1* is also more expressed in male flowers, although the expression of this gene seems to instantly increase in stage G of hermaphrodite plants and then fall again in stage H (Figure 8). 

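VvAP3 (Vv18s0001g13460, chromosome 18 from 11506606 to 11512370 of PN40024, 12X V1) rose from an RPKM of 7.43 in stage B to 103 in stage H in the female, from 15.9 to 118 in the male and from 6.33 to 76.9 in the hermaphrodite (no replicates). VvPI (Vv18s0001g01760, chromosome 18 from 2291789 to 2294046) rose from 6.86 (95% interval 5.82 to 8.08) to 871 (860 to 882) in the female, from 94.7 to 783 in the male and from 21.1 to 623 in the hermaphrodite. The exon reads behind these values number between 159 and 3227 for VvAP3 and between 143 and 24509 for VvPI. Not every step was a rise, since VvAP3 changed by -0.962 on the log2 scale from stage B to stage D in the female (adjusted p = 7.7e-07, Fisher's exact test) and by -0.0648 from G to H in the hermaphrodite (adjusted p = 0.24, Fisher's exact test). In edgeR's quasi-likelihood test of stage the adjusted p was 0.0038 for VvAP3 and 0.011 for VvPI, and for gender 0.29 and 0.29. TMM effective library sizes changed the female step of VvAP3 from D to G from 4.32 to 4.28. From these profiles and its RT-qPCR, the paper concludes that both genes are positively regulated during the development of all flower genders.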

*VvAP3* and *VvPI* are shown to be positively regulated during the development of all flower genders, using again both methods (Figure 8). *VvPI* is the gene with lower correlation between RNA-Seq and RT-qPCR. The analysis of this gene shows an increase of expression during flower development but the RT-qPCR shows a drop of level of the transcript in the latter stage. The coefficient of correlation (r) obtained between the log_2_ of RPKM (RNA-Seq) *versus* log_2_ of mRNA average number (RT-qPCR), varied from ≈ 0.97 (*VvTLF*) to ≈ 0.73 (*VvPI*) indicating a good correlation between both techniques and thus validating our RNA-Seq results. The small differences obtained in both methods could be due the techniques sensibility. Other authors have previously reported on the specificity and reliability of RNA-Seq analysis, which we reiterate in this study [45, 46].

**Figure 8:**
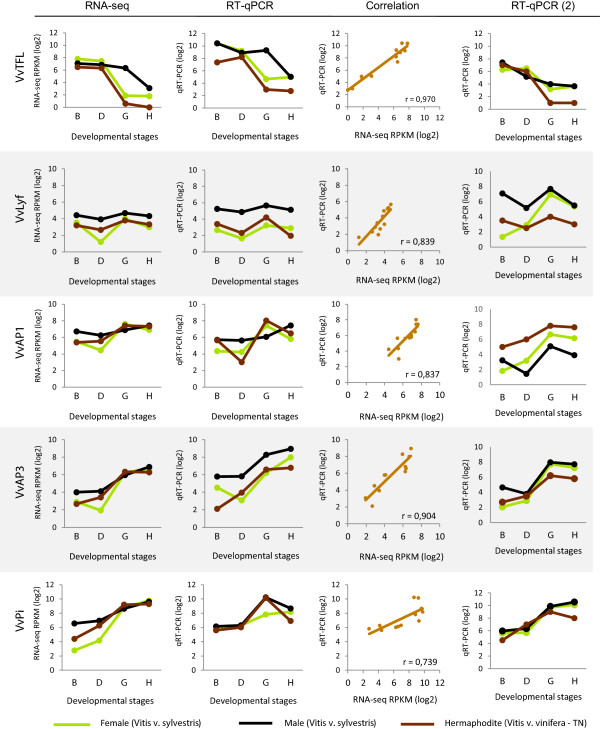
**Transcript quantification of five genes related to flower development.** *TERMINAL FLOWER* (*VvTFL*); *LEAFY* (*VvLyf*); *APETALA 1* (*VvAP1*), *APETALA 3* (*VvAP3*) and *PISTILLATA* (*VvPI*) in female, male and hermaphrodite flower buds, according to developmental stage, measured by RNA-Seq and RT-qPCR. Each gene was evaluated on RT-qPCR using methodologies that allow the quantification of mRNAs without a housekeeping gene. RT-qPCR (2) was performed with other individuals collected in 2013. The correlation between RNA-seq and RT-qPCR, was found to be significant (r ≥ 0.7) and positive.

A second RT-qPCR was performed with samples collected one year latter from other *V. v. sylvestris* plants, in order to compare results with the previous data in terms of consistency and possible variations that may occur, for example, due to climatic or genotype changes (Figure 8). The expression of *VvPi* and *VvAP3*, both B function genes, was similar to the previous year. However, *VvAP1* an A function gene responsible to make sepals in the first whorl and together with B function genes petals in the second whorl, show lower expression mainly in the B stage in male and female plants. On the other hand, Vv*TFL* displays a decline of expression in stages D and G whereas *VvLFY* and *VvAP1* show an increase in transcription abundance. These results are in accordance with the role of TFL as a meristem identity gene that also prevents expression of *AP1* and *LFY* in shoot apical meristem [47]. An exception was found in the male plants where the expression of *VvTFL* drops almost continuously along development while in the first year a decrease was observed only in the two latter stages. The regulation of *VvTFL*, in the second year, could be a response related to the growth of the organs for the same agronomic developmental stage influenced by climate (Figure 8).

### The world of sex specification

In order to understand the dynamics of gene expression that might be involved in flower initiation and development, we analysed the expression level of genes that belong to Development Functional category along the four developmental stages analysed in the three genders (heatmap in Figure 9 (http://bioinfogp.cnb.csic.es/tools/grapegendb/)). Most of the genes do not vary their expression between the sexes but rather along the developmental stages. 

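Which genes make up the heatmap of Figure 9 is not in the files analysed here, and the comparison was made over all genes. Of 21743 genes tested with edgeR's quasi-likelihood test on the 12 samples (no replicates), 4546 (20.9%) had an adjusted p-value under 0.05 for stage and 3308 (15.2%) for gender, 737 for both and 14626 for neither. The model uses the 3 genders of a stage and the 4 stages of a gender as stand-ins for replicates, with 6 residual degrees of freedom and a biological coefficient of variation of 0.22. Spearman's correlation across 22255 genes was on average 0.955 between samples of the same stage and different genders (lowest 0.940, highest 0.967), and also 0.955 between samples of the same gender and different stages (lowest 0.891, highest 0.990), and genes are not independent replicates in these correlations. Between early and late stages of the same gender the average was 0.946. Leaving out a gender in turn moved the number of stage genes most, from 9 without the hermaphrodite to 2600 without the male. The paper concludes that most development genes vary along the stages and not between the sexes.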

During these stages of development, there is a balance between cells from the apical shoot and inflorescence meristem (more evident in stages B and D) and cells from the flower meristems, with the latter becoming more abundance in later stages of development (more evident in stages G and H) since we collect buds (early and late) and not flowers. Our results show that in stage B, the expression levels of ABCDE model genes between hermaphrodite and female plants are very similar, whereas in male plants, expression of some genes is higher in this development stage (Figure 10): Male plants are the only that display similar levels of expression between *VvAP2* and *VvAG* (Figure 10), whereas in female and hermaphrodite inflorescences the expression of these two genes display a higher ratio between them (Figure 10). 

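The genes drawn in Figure 10 were identified as those whose 12 log2 RPKM values match the plotted curves, which makes their match to the figure circular, except VvAP1, VvAP3, VvPI and VvLFY, which the paper identifies in Table 2. VvAP2 is Vv13s0019g03550 on chromosome 13 from 4720263 to 4723858, and VvAG is Vv10s0003g02070 on chromosome 10 from 3730392 to 3738386 (12X V1 of PN40024). In stage B the RPKM of VvAP2 was 15.0 in the female (95% interval 13.9 to 16.3), 8.68 in the male (7.92 to 9.53) and 10.3 in the hermaphrodite (9.45 to 11.1), and that of VvAG 1.19 (0.809 to 1.74), 5.93 (5.10 to 6.896) and 1.66 (1.26 to 2.18), the female value on 26 reads (no replicates). The ratio of VvAP2 to VvAG was thus 12.7 in the female, 1.46 in the male and 6.18 in the hermaphrodite. Of 10 genes of the ABCDE model, 9 had their highest stage B value in the male, all except VvAP2, and for VvSTK the male and the female did not differ beyond counting noise (adjusted p = 0.61, Fisher's exact test). The log2 difference of the male over the female was 3.79 for VvPI, 2.84 for VvSEP3 and 2.32 for VvAG, a size reached by 1.38%, 2.57% and 3.48% of the expressed genes between these samples. The hermaphrodite differed from the female by between -0.549 (VvAP2) and 0.495 (VvSEP1) for 7 of these genes, by 0.989 for VvSEP3, by 1.62 for VvPI and by -1.02 for VvSTK. Effective library sizes from TMM took the male over female difference of VvPI to 3.75. From the ratios, the paper concludes that only male plants express VvAP2 and VvAG at similar levels in stage B.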

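From stage G to stage H the RPKM of VvAP2 (Vv13s0019g03550) went from 8.26 (95% interval 7.17 to 9.52) to 2.61 (2.20 to 3.095) in the male, from 3.83 (3.29 to 4.47) to 8.71 (7.96 to 9.54) in the female and from 3.42 (2.901 to 4.04) to 4.36 (3.801 to 5.01) in the hermaphrodite (no replicates). The log2 changes were -1.66, 1.18 and 0.3504, with adjusted p = 4.8e-24, 1.1e-20 and 0.047 from Fisher's exact test. The number of exon reads was 191 and 133 in the male, 161 and 467 in the female and 140 and 201 in the hermaphrodite. Among the expressed genes, 2.66% changed as much in the male, 12.3% in the female and 22.8% in the hermaphrodite. Scaling by TMM changed the female value to 1.12. The paper takes the opposite tendencies as part of its evidence for a different role of these genes in male plants.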

However, in the later stages the expression of *VvAP2* decreases in male, while in females and hermaphrodites it shows a tendency to increase. Together, these data suggests a new different role for these genes in male *Vitis* plants. 

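In stage B the RPKM of VvLFY (Vv17s0000g00150, chromosome 17 from 71718 to 73739, 12X V1 of PN40024) was 11.5 in the female (95% interval 10.3 to 12.8, 324 exon reads), 21.5 in the male (20.1 to 23.1, 789 reads) and 9.23 in the hermaphrodite (8.33 to 10.2, 365 reads), without replicates. The median RPKM of the expressed genes in these samples was 13.9, 14.1 and 14.0. The paper reasons that this expression should lead to the expression of the other genes of the ABCDE model.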

In stage B of all genders, we can also detect considerable expression of *VvLFY*, which should lead to the expression of all the other ABCDE genes. However, the relation between *VvLFY* and *VvAG* is not clear since our data shows that in the early stages, (between B and D stages) *VvLFY* decrease while *VvAG* increases. 

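From stage B to stage D, VvLFY (Vv17s0000g00150) changed by -2.29 on the log2 RPKM scale in the female, by -0.505 in the male and by -0.559 in the hermaphrodite, with adjusted p = 1.4e-43, 6.4e-10 and 4.4e-05 from Fisher's exact test (no replicates). VvAG (Vv10s0003g02070) went from 1.19 (95% interval 0.809 to 1.74) to 2.30 (1.77 to 2.99) in the female, from 5.93 (5.10 to 6.896) to 7.32 (6.38 to 8.38) in the male and from 1.66 (1.26 to 2.18) to 4.35 (3.56 to 5.31) in the hermaphrodite. In the male the intervals of VvAG overlap, so a rise was not detectable at this depth, on 169 and 207 reads. With TMM the changes of VvLFY became -2.30, -0.515 and -0.581. Since VvLFY decreases while VvAG increases, the paper reasons that the relation between these genes is not clear.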

Between D and G stages both genes show the same tendency and in the late stages *VvLFY* decrease while *VvAG* increases.

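Between stages D and G, VvLFY (Vv17s0000g00150) rose by 2.754, 0.753 and 1.15 on the log2 scale in the female, the male and the hermaphrodite, and between G and H it changed by -1.003, -0.351 and -0.460 (no replicates). All 6 of these changes were past counting noise, and the least certain was that of the male from G to H (adjusted p = 1.9e-04, Fisher's exact test). The RPKM of VvAG (Vv10s0003g02070) from stage D over G to H was 2.30, 57.8 and 223 in the female, 7.32, 53.6 and 122 in the male and 4.35, 88.1 and 104 in the hermaphrodite, with 95% intervals of 84.3 to 92.1 and 100 to 108 for the last pair. TMM scaling moved the female G to H change of VvLFY to -1.07. The paper reads this as the same tendency of both genes between D and G and opposite tendencies late in development.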

**Figure 9:**
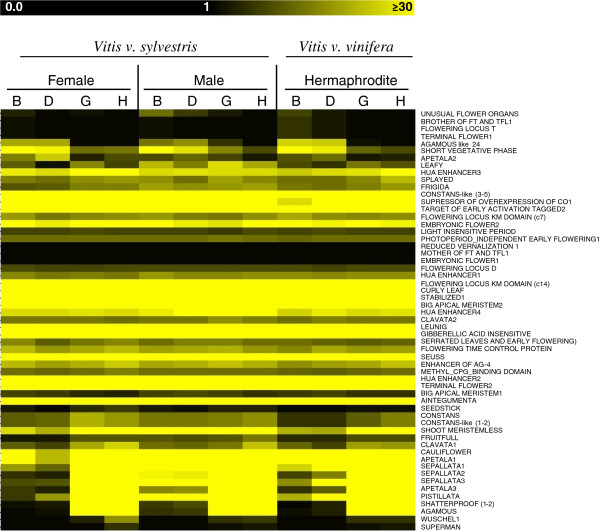
**Heatmap of flowering genes.** Heatmap of genes involved in flowering development. Color scale representing expression (RPKM values).

**Figure 10:**
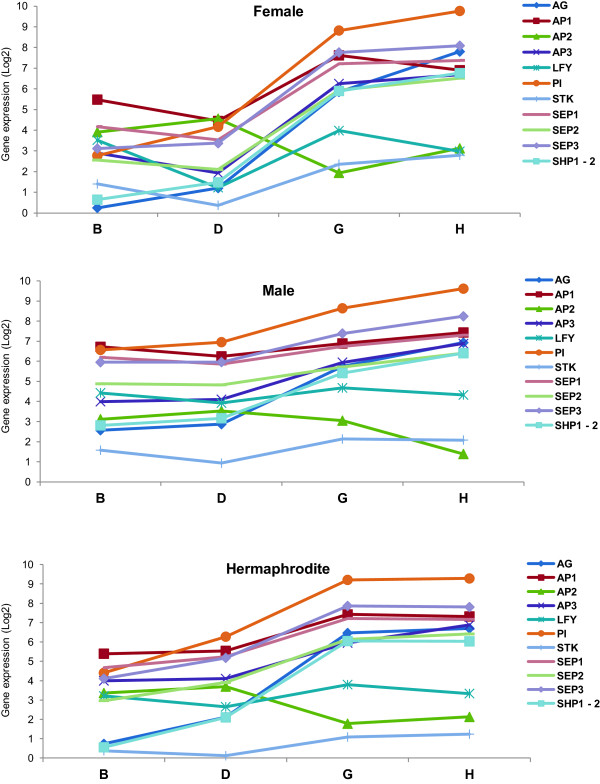
**Expression levels of genes of the ABCDE model throughout flower development in three flower genders evaluated by RNA-Seq.** Expression levels (log_2_ RPKM) of several genes of the ABCDE model, together with *LFY*, in all three sexes, female, male and hermaphrodite along the four development stages taken from the RNA-Seq analysis.

According to the ABCDE model, A-class function in *Arabidopsis* is required for perianth identity and, *AP2*, in particular, leads to repression of C-class function [48]. The lowest expression of *VvAG* in female and hermaphrodite stage B is possible due to *VvAP2* action that is higher expressed at initial stages of flower development. 

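The RPKM of VvAG (Vv10s0003g02070, chromosome 10 from 3730392 to 3738386, 12X V1 of PN40024) in stage B was 1.19 in the female and 1.66 in the hermaphrodite, on 26 and 51 exon reads, and 5.93 in the male on 169 reads (no replicates). The female and the hermaphrodite did not differ beyond counting noise (adjusted p = 0.23, Fisher's exact test), while the male lay above both, by 2.32 on the log2 scale over the female (adjusted p = 5.2e-19, Fisher's exact test). VvAP2 (Vv13s0019g03550) was higher in stages B and D than in G and H in the female, with 15.0 and 23.6 against 3.83 and 8.71, and in the hermaphrodite, with 10.3 and 12.9 against 3.42 and 4.36. With library sizes scaled by TMM, the male over female difference of VvAG was 2.29. The paper proposes that VvAP2 keeps VvAG low in stage B of these genders.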

The role of *VvAG* in determining the carpel seems to happen later than this developmental stage, as we can see an increased in expression during development until stage H. Also of interest at the early stage B is the expression of genes responsible for sepal and petal development, normally through the assembly of the protein complexes AP1/AP1/SEP/SEP and AP1/SEP/AP3/PI that specify sepal and petal identity, respectively [49] (Figure 10) confirming what was observed by Calonje *et al*. 

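From stage B to stage H the RPKM of VvAG (Vv10s0003g02070) rose from 1.19 to 223 in the female, from 5.93 to 122 in the male and from 1.66 to 104 in the hermaphrodite, and edgeR's quasi-likelihood test of stage gave an adjusted p = 0.0032 (no replicates). Of the genes for sepals and petals, the stage B values in the female, the male and the hermaphrodite were 44.6, 105 and 42.0 for VvAP1 (Vv01s0011g00100), 7.43, 15.9 and 6.33 for VvAP3 (Vv18s0001g13460) and 6.86, 94.7 and 21.1 for VvPI (Vv18s0001g01760). The SEP genes of Figure 10, Vv14s0083g01050, Vv17s0000g05000 and Vv01s0010g03900, lay between 5.89 and 18.1 in the female, between 29.4 and 73.4 in the male and between 7.83 and 25.5 in the hermaphrodite. The least deeply covered of these values, VvPI in the female, rests on 143 reads with a 95% interval of 5.82 to 8.08. With TMM the hermaphrodite over female difference of VvPI in stage B went from 1.62 to 1.61. From the rise of VvAG the paper reasons that its role in determining the carpel falls later than stage B.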

[43] at *in situ* hybridizations experiments, where *VvAP1* was largely expressed in the inflorescence branch meristems. 

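From stage D to stage G, VvLFY (Vv17s0000g00150) rose from an RPKM of 2.34 to 15.8 in the female, from 15.2 to 25.6 in the male and from 6.27 to 13.9 in the hermaphrodite (no replicates). VvAP1 (Vv01s0011g00100) rose from 21.8 to 197, from 75.8 to 118 and from 46.5 to 172 in the same order. In the male, where the changes were smallest, the log2 change was 0.753 for VvLFY (adjusted p = 8.8e-15, Fisher's exact test) and 0.643 for VvAP1 (adjusted p = 9.1e-37, Fisher's exact test), and 7.2% and 9.18% of the expressed genes changed as much. Male stage G, with 13588556 gene reads, holds 420 reads of VvLFY and 1455 of VvAP1. Under TMM the hermaphrodite changes were 1.11 and 1.85. The paper takes the joint increase as a transition to flower development through the induction of VvAP1.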

RNA-Seq data reveled that between D and G stage *VvLFY* expression increases as well as *VvAP1*, which suggests a transition to flower development through induction of *VvAP1* expression in regions of the shoot apical meristem that give rise to flower primordia [5]. However, these changes are accompanied by an increase in *VvAP2*, *VvPI* and *VvSEP3* in the three sexes and an increase of *VvAP3* and *VvSEP2* in male and hermaphrodite plants and a decrease of these genes in female flowers (Figure 10). 

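From stage D to stage G the log2 RPKM of VvAP2 (Vv13s0019g03550) changed by -2.62 in the female, -0.487 in the male and -1.92 in the hermaphrodite, with adjusted p = 1.9e-146, 8.0e-05 and 7.7e-53 from Fisher's exact test (no replicates). VvPI (Vv18s0001g01760) went from an RPKM of 17.9 to 452, from 124 to 398 and from 77.3 to 591 in the female, the male and the hermaphrodite. VvSEP3 (Vv01s0010g03900, chromosome 1 from 21368964 to 21386383) went from 10.3 to 217, from 62.2 to 167 and from 36.2 to 232.5. The log2 changes of VvAP3 (Vv18s0001g13460) were 4.32, 1.84 and 2.92, and those of VvSEP2 (Vv17s0000g05000, chromosome 17 from 5457734 to 5464468) 3.84, 0.890 and 2.24. The female values of these genes in stage D rest on 89 and 134 exon reads, with 95% intervals of 3.098 to 4.69 and 3.61 to 5.07. The largest shift by TMM was that of VvSEP2 in the female, to 3.79. The paper relates the changes between these stages to the formation of sepals and petals and the initiation of stamens.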

These changes might corroborate a delay in the formation of sepal and petal and the initiation of stamens formation [28]. On these initial stages of floral development, it is interesting to point out that the expression levels of these genes, in female and hermaphrodite plants, are very similar, whereas male plants seem to have slightly different expression levels of the ABCDE model genes. 

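For VvAP1, VvAP3, VvSEP1, VvSEP2 and VvAG the hermaphrodite lay nearer to the female in stage B than the male did. The log2 RPKM of the hermaphrodite differed from the female by -0.0869, -0.230, 0.495, 0.411 and 0.485 for these genes, and that of the male by 1.24, 1.1, 2.02, 2.32 and 2.32 (no replicates). VvSTK went the other way, with an RPKM of 2.64 in the female, 2.98 in the male and 1.30 in the hermaphrodite. For VvAP1, VvAP3 and VvAG the difference between the female and the hermaphrodite was within counting noise (adjusted p = 0.23, 0.20 and 0.23, Fisher's exact test). In stage D the female and the hermaphrodite were further apart, with RPKM values of 21.8 and 46.5 for VvAP1, 3.81 and 10.6 for VvAP3 and 4.28 and 15.0 for VvSEP2, when the male had 75.8, 17.2 and 28.4. Across all stages none of VvAP1, VvAP2 and VvAP3 was past the threshold of edgeR's gender test (adjusted p = 0.31, 0.32 and 0.29), while VvSTK was (adjusted p = 0.028 in edgeR). Exchanging the read totals for TMM effective sizes changed the male over female difference of VvSEP1 in stage B to 1.99. The paper concludes that female and hermaphrodite plants have similar levels in the initial stages while the male differs slightly.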

This might provide a hint of how sexual differentiation affects flower development in *Vitis* plants. *In situ* hybridization experiments performed by Yao *et al*. [50], show that *VvLFY* expression reached its maximum in the floral meristem primordia. 

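VvLFY (Vv17s0000g00150) went from an RPKM of 15.8 in stage G to 7.88 in stage H in the female, from 25.6 to 20.0 in the male and from 13.9 to 10.1 in the hermaphrodite, log2 changes of -1.003, -0.351 and -0.460 with adjusted p = 5.0e-21, 1.9e-04 and 4.0e-05 from Fisher's exact test (no replicates). VvAG (Vv10s0003g02070) went from 57.8 (95% interval 54.8 to 61.0) to 223 (218 to 229), from 53.6 (49.8 to 57.8) to 122 (118 to 126) and from 88.1 (84.3 to 92.1) to 104 (100 to 108). The decrease of VvLFY in the male was reached by 30.3% of the expressed genes between the same samples. TMM left the hermaphrodite change at -0.460 and took the male change to -0.385. The paper concludes that VvLFY decreases and VvAG increases once the organ primordia are formed.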

At later stages of flower development (G and H), where the floral meristem with all organ primordia are formed, we observe a decrease of *VvLFY* expression and an increase of *VvAG* [10, 51], which is being highly expressed (Figure 10). 

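From stage G to stage H, 9 of the 11 genes of Figure 10 rose and 2 fell in the female, 8 rose and 3 fell in the male and 5 rose and 6 fell in the hermaphrodite, with VvLFY counted among the 11 (no replicates). The falls in the female were VvLFY and VvAP1, and in the male VvLFY, VvAP2 and VvSTK. In the hermaphrodite several of the falls were small: the log2 change was -0.0648 for VvAP3 (adjusted p = 0.24, Fisher's exact test), on 1774 and 1910 reads, and -0.104 for VvAP1 (adjusted p = 0.0032, Fisher's exact test). For comparison, VvSEP2 rose by 0.584, 0.687 and 0.271 in the female, the male and the hermaphrodite. The TMM value for VvSEP2 in the female was 0.519. The paper describes an increase of the genes of the ABCDE model in all genders in these stages.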

In these stages, we also observe an increase expression of all the genes of the ABCDE model in all genders. 

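In the male VvAP2 (Vv13s0019g03550, chromosome 13 from 4720263 to 4723858, 12X V1 of PN40024) fell by 1.66 on the log2 scale from stage G to stage H (adjusted p = 4.8e-24, Fisher's exact test, no replicates), from 191 exon reads among 13588556 gene reads to 133 among 29914645. Only 2.66% of the genes expressed in these samples changed as much. The male decrease begins before stage G, with an RPKM of 11.6 in stage D and 8.26 in stage G. By TMM the change from G to H was -1.69. The paper proposes that the decrease is due to the compromised development of the female organs in male flowers, which requires VvAP2.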

The exception is *VvAP2* in the males plants which show a decrease in expression between stage G and H, this may be due as normal female organs development is compromised in male flowers whose development requires *VvAP2* expression, as has been shown for the *VvAP2* homologue gene in *Arabidopsis* [52, 53]. 

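VvAP1 (Vv01s0011g00100) went in the female from an RPKM of 197 (95% interval 191 to 203) in stage G to 119 (116 to 124) in stage H, a log2 change of -0.719 (adjusted p = 1.4e-105, Fisher's exact test, no replicates). A change of this size was reached by 21.7% of the genes expressed in these samples. In the male the change was 0.547 and in the hermaphrodite -0.104. The female change became -0.783 with TMM effective library sizes. The paper proposes that the decrease in female flowers may be related to the formation of sepals and petals.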

Another exception was a slight decrease of *VvAP1* in female flowers that somehow may be related to sepal and petal formation at these stages.

A hint that sexual determination does not occur during flower organ onset is the expression of D function genes, *VvSTK* and *VvSHP1*-*2*. 

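VvSTK (Vv18s0041g01880, chromosome 18 from 26888672 to 26896521 of PN40024, 12X V1) had an RPKM in stages B and D of 2.64 and 1.30 in the female, 2.98 and 1.91 in the male and 1.30 and 1.09 in the hermaphrodite, and in stages G and H of 5.13 and 6.92, 4.38 and 4.23, and 2.12 and 2.36 (no replicates). VvSHP1-2 (Vv12s0142g00360, chromosome 12 from 279426 to 291956) had 1.56 and 2.78, 7.01 and 8.98, and 1.47 and 4.29 in stages B and D, and 59.7 and 108, 42.7 and 84.6, and 66.0 and 65.4 in stages G and H. VvSTK rests on few reads, between 24 and 205 per sample. In stage H the log2 RPKM of VvSTK was -1.55 in the hermaphrodite relative to the female (adjusted p = 8.5e-15, Fisher's exact test) and -0.711 in the male relative to the female (adjusted p = 4.0e-05, Fisher's exact test). The same differences for VvSHP1-2 were -0.731 and -0.360, sizes reached by 21.5% and 42.5% of the expressed genes. Across the stages the log2 fold change of VvSTK was -1.08 for the hermaphrodite over the female (standard error 0.23, adjusted p = 0.025 from edgeR's quasi-likelihood test), -0.983 over the male (adjusted p = 0.027 in edgeR) and -0.0972 for the male over the female (adjusted p = 0.85 in edgeR). Leaving out stage H moved the first of these to -0.906, no longer past the threshold of 0.05. The paper states that these genes do not differ between the sexes late in development. It takes this as a hint that sex is not determined at the onset of the flower organs.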

These genes show low expression in B and D stages, as expected, since they are required for ovule formation (function D) [54, 55], but their expression does not vary between the sexes in the later stages (Figure 10). This corroborates with the fact that male flowers develop ovules just like female and hermaphrodite plants but, for an yet unknown reason, male flowers do not form some of the most complex flower structures: the style and the stigma on a fully functional carpel. Whatever genes are promoting flower sex specification, they might be having an effect downstream of the ABCDE model genes. Another possibility is that although the expression level of the ABCDE genes is similar in the analysed stages of the three different flower types, their spatial pattern of expression might be slightly different. So, these results could be complemented in the future by *in situ* hybridization experiments to provide a complete spatial gene expression analysis of the three types of *Vitis* flower meristems.

### Putative genes involved in sex specification

The global analysis of gene expression belonging to several functional categories was analyzed in order to investigate potential genes with or without expression in only male, female or hermaphrodite flower that belong to known functional classes (Figure 11) or that are annotated as “Unknown” function (Additional file 2), which might be potential candidates to be involved in sex differentiation in grapevine. We detected genes expressed exclusively in one of the flower sex type. 

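Over all stages together, 742 genes reached an RPKM of 1 in at least 1 stage of the female and in no sample of the other genders, 265 in the male and 440 in the hermaphrodite (no replicates). Of the 742 female genes, 396 had their highest value in stage H. At an RPKM of at least 6, 68 genes of the female were without an RPKM of at least 1 elsewhere, 39 of them highest in stage H, and 5 of the male and 21 of the hermaphrodite. Genes without any exon read in a gender but with an RPKM of at least 1 in all 4 stages of another numbered 10 for the female, 25 for the male and 16 for the hermaphrodite. Relaxing the last condition to an RPKM of at least 1 in a single stage raised these counts most, to 49, 138 and 116. The paper concludes that there are genes expressed exclusively in a single flower sex type.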

Genes with high levels of expression only in female flowers are putative candidates to be involved in pollen sterility. However, we observed that some of the genes known to be involved in pollen development have a stable expression along the developmental stages and sexes (Additional file 3). 

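The pollen list of Additional file 3 names 29 genes, whose 12 RPKM values per gene match the deposited tables. Of these, 12 varied by less than 2-fold over the 12 samples and 20 by less than 2-fold between the genders in stage H, with a median range of 2.27-fold over all samples, against 2.10-fold for all 22255 expressed genes (no replicates). An RPKM below 1 in all samples was found for 4 genes of the list. In edgeR's quasi-likelihood test, 2 of the 24 list genes with enough reads had an adjusted p-value under 0.05 for gender and 8 for stage. The stable genes include CELL DIVISION CONTROL 2 (Vv15s0045g00310, chromosome 15 from 5019103 to 5024666, 12X V1 of PN40024), between 79.0 and 87.2, and NO EXINE FORMATION 1 (Vv01s0150g00290, chromosome 1 from 22694218 to 22703037), between 24.6 and 29.0. Differences of more than 5-fold between genders in stage H occurred in 4 genes. No alternative was set for these ranges. The paper concludes that some genes of pollen development have a stable expression along the stages and sexes.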

Even genes like *MALE STERILITY 1*-*2* (*MS1* and *MS2*) [56–58] do not have a considerable differences in expression. 

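MALE STERILITY 1 (MS1, Vv01s0011g06390, chromosome 1 from 6187968 to 6190575, 12X V1 of PN40024) had an RPKM between 0.0627 and 0.351 in the 12 samples, on 3 to 16 exon reads, and was left out of the test by edgeR's filter on low counts (no replicates). MALE STERILITY 2 (MS2, Vv08s0007g07100, chromosome 8 from 20720832 to 20724328) had 0.718, 0.226, 0.276 and 0.216 from stage B to stage H in the female, on 32, 11, 13 and 13 reads, between 0.0345 and 0.0870 in the male and between 0.0387 and 0.174 in the hermaphrodite, all below an RPKM of 1. Its female value in stage B had a 95% interval of 0.509 to 1.01 and the male value of the same stage of 0.00947 to 0.126. In edgeR's quasi-likelihood test of gender its adjusted p was 0.040, with a log2 fold change of -2.37 for the male over the female (standard error 0.58, adjusted p = 0.055). The paper concludes that these genes show no considerable differences in expression.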

The exception being *LESS ADHERENT POLLEN 3* (*LAP3*) [59] with an over-expression in female plant in development stage H. LAP3 is necessary for development and exine structuring. 

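LESS ADHERENT POLLEN 3 (LAP3, Vv05s0102g00880) lies on chromosome 5 from 22843173 to 22845239 of PN40024 (12X V1) and has 4 exons. In stage H its RPKM was 536.70 in the female (95% interval 530 to 544, 22444 exon reads), 163.44 in the male (160 to 167, 6493 reads) and 210.59 in the hermaphrodite (206 to 215, 7568 reads), with no replicates. The log2 ratio to the female was -1.72 in the male and -1.35 in the hermaphrodite, and 7.604% and 10.5% of the expressed genes differed as much between the same samples. In stage G the order was another one, with 93.6 in the hermaphrodite, 39.0 in the female and 16.7 in the male, and in stages B and D the values lay between 0.444 and 2.10. edgeR's quasi-likelihood test over all stages gave an adjusted p = 0.0013 for stage and 0.18 for gender. TMM brought the male to female log2 ratio in stage H to -1.67. The paper concludes that LAP3 is the exception among the pollen genes.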

Mutants for *LAP3* displayed pollen sterility or abnormal exine patterns in *Arabidopsis* [59]. However it is unclear in what over-expression of *LAP3* would result. Our data indicates that this over-expression might be correlated with infertile pollen in female wild grapevine. 

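The values of LAP3 (Vv05s0102g00880) rose in all genders towards stage H, from 0.613 in stage B to 537 in the female, from 0.894 to 163 in the male and from 2.10 to 211 in the hermaphrodite (no replicates). Across stages the log2 fold change of the male over the female was -0.934 (standard error 0.53, adjusted p = 0.37 from edgeR's quasi-likelihood test) and of the hermaphrodite over the female 0.543 (standard error 0.51, adjusted p = 0.55 in edgeR), neither past the threshold of 0.05. Without stage H the male over female value became -0.256. The paper proposes that the over-expression in stage H of the female is correlated with infertile pollen.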

An over deposition of exine might be a reason for the incapacity of pollination by the female pollen.

**Figure 11:**
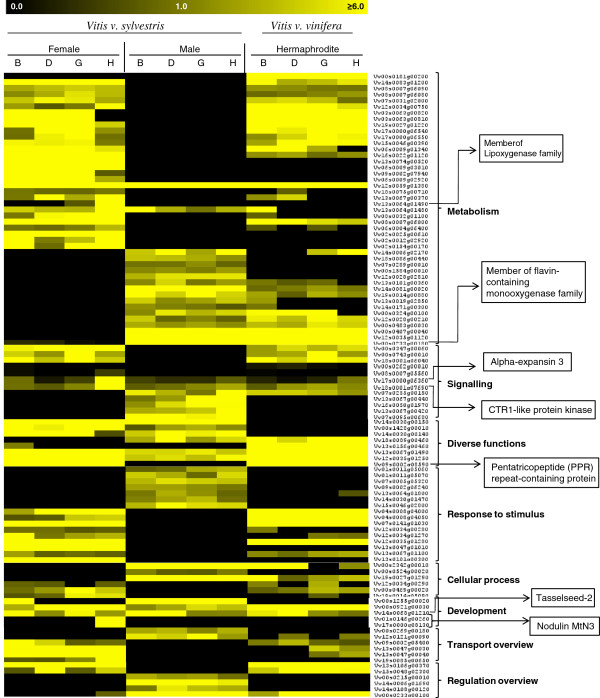
**Expression profile of 104 genes showing significant expression changes during grapevine flower development.** Yellow indicates high, and dark indicates low expression. Genes were clustered into twelve developmental groups (indicated on top) with predominant expression during certain stages of early flower development. Potential gene candidates are in boxes on right. B, D, G and H indicate flower developmental stages.

On the other hand, genes only expressed in male flowers can lead to pistil abortion by inhibiting stigma development. 

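The carpel list of Additional file 3 names 17 genes (no replicates). Of these, 14 differed by less than 2-fold between the genders in stage H and none by more than 5-fold, with a median range of 1.76-fold in that stage, against 1.41-fold for all expressed genes. Over the 12 samples 5 of the 17 stayed within 2-fold. In edgeR's quasi-likelihood test, 1 of the 16 genes with enough reads had an adjusted p-value under 0.05 for gender and 5 for stage. The gene past the gender threshold was TOUSLED (Vv06s0009g01060, chromosome 6 from 12438047 to 12486036, 12X V1 of PN40024), with a log2 fold change of -0.277 for the hermaphrodite over the female (standard error 0.056, adjusted p = 0.019 in edgeR). A strong change along the stages was that of CRAB CLAW (Vv01s0011g00140, chromosome 1 from 237202 to 239334), from 0.142 to 30.4 in the female, from 0.146 to 19.5 in the male and from 0.203 to 16.8 in the hermaphrodite between stages B and H, on 4 reads in male stage B and 866 in female stage H. No alternative was set for these ranges. The paper concludes that genes of carpel development show no significant changes until stage H, also in the male, whose style and stigma are aborted.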

Our data show that genes already described as being involved in different carpel structures development did not show significant expression changes until stage H, particularly in male flowers where style and stigma are aborted (Additional file 3). However, there are quite a few number of genes that are exclusively expressed in the female flower, in particular in the later stage H. These genes may be the putative key players in sex determination because the sexual dimorphism in *Vitis* occurs in a late stage of flower development. 

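In stage H, 709 genes had an RPKM of at least 1 in the female only, against 388 in stage G, 353 in stage D and 400 in stage B, and 279 of the 709 reached an RPKM of 2 and 22 an RPKM of 10 (no replicates). Over all stages 742 genes were expressed in the female only, 396 of them with their highest value in stage H. Of the 22255 expressed genes, 379 were at least 5 times higher in female stage H than in both other genders, 140 in male stage H and 192 in hermaphrodite stage H. At equal depth the female set of stage H held 742 genes on average over 20 draws, and it held 716 when the threshold was raised to an RPKM of 2. The paper reasons that these genes may be key players in sex determination because the sexual dimorphism appears late.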

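Figure 11 marks a pair of Nodulin MtN3 genes and a pair of lipoxygenase genes among the candidates, whose identifiers were read from the figure. Nodulin MtN3 Vv01s0146g00260 on chromosome 1 from 22072459 to 22074114 (12X V1 of PN40024) had an RPKM of 63.5 in female stage H (95% interval 60.7 to 66.3, 2030 exon reads), of 0.0329 on 1 read in male stage H and of 0.909 on 25 reads in hermaphrodite stage H, and no read in stages B, D and G of both other genders (no replicates). Vv17s0000g08130 on chromosome 17 from 9163260 to 9164179 had 41.4 (38.2 to 44.8, 606 reads) in female stage H, 0.477 in hermaphrodite stage H and no read in the male, where 3 reads in stage H would give 0.216. The lipoxygenase gene Vv13s0064g01490 on chromosome 13 from 23394903 to 23396822 had 117 (114 to 120) in female stage H and at most 1.04 in any other sample, and its neighbour Vv13s0064g01480 on chromosome 13 from 23367020 to 23371935 had 75.2 (73.4 to 77.1) in female stage H and between 0.496 and 5.53 elsewhere. The lipoxygenase genes share reads with close copies, since 78.4% and 79.7% of their exon reads in female stage H mapped to a single place, and their values are uncertain to that extent, while all reads of the Nodulin genes mapped to a single place. Across the stages the log2 fold change of the male over the female was -10.3 for Vv01s0146g00260 (standard error 0.44, adjusted p = 1.1e-05 from edgeR's quasi-likelihood test), while for the lipoxygenase genes it was -3.22 and -1.84 (adjusted p = 0.33 and 0.47 in edgeR). The male side of the Nodulin contrast rests on 1 read, so its size is less certain than the standard error implies. Vv17s0000g08130 was left out of the test by the filter on low counts. The contrast of Vv13s0064g01490 moved to -0.729 without stage H. The paper takes these genes as examples of expression in the female only, in particular in stage H.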

We noticed this type of expression in the gene annotated as *Nodulin MtN3* and in members of the *Lipoxygenase* (*LO*) gene family. The members of these gene families seem to be involved in sexual organ differentiation in different species. In *Arabidopsis thaliana*, *Ruptured Pollen Grain*1 (*RPG1*), a member of the *MtN*3 gene family, plays an important role in exine pattern determination and in the cellular integrity of microspores [60] and in rice, the homologue gene of *Medicago truncatula Nodulin MtN3* (*Xa1*) when suppressed originate plants with small anthers and reduced fertility due to the production of mostly abortive pollen [61]. In Pea (*Pisum sativum* L.), the natural pattern of flower and fruit development is associated with a lipoxygenase gene repression, and the carpel senescence pathway is associated with high levels of lipoxygenase gene expression [62]. 

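In the hermaphrodite, Nodulin MtN3 Vv01s0146g00260 had no exon read in stages B, D and G and 25 reads in stage H, an RPKM of 0.909 (95% interval 0.616 to 1.34), and Vv17s0000g08130 had 6 reads in stage H only, an RPKM of 0.477 (0.219 to 1.04), with no replicates. The smallest RPKM that 3 reads would show in the hermaphrodite lay between 0.0903 and 0.126 for the first of these genes. The lipoxygenase gene Vv13s0064g01490 had between 0 and 0.171 in the hermaphrodite, and Vv13s0064g01480 had 5.53 (5.07 to 6.04) in stage B and 0.647, 0.496 and 0.548 in stages D, G and H. In stage H the log2 ratio of the hermaphrodite to the female was -6.12 for Vv01s0146g00260 and -7.10 for Vv13s0064g01480, and 0.275% and 0.0820% of the expressed genes differed as much. With TMM the latter ratio became -7.06. The paper reasons that the genes may not be important for the development of a perfect flower and that their expression in the female could be associated with pollen abortion.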

As *VvNodulin MtN3* and *VvLO*s in *Vitis* are not expressed in hermaphrodite flowers, these genes may not be important for a perfect flower organ development so the exclusive expression in female flower could be associated with pollen abortion.

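Genes without any exon read in the 4 male samples and with an RPKM of at least 1 in all 4 stages of the female or the hermaphrodite numbered 25, of which 22 met the condition in the hermaphrodite, 4 in the female and 1 in both (no replicates). An RPKM of at least 6 in at least 1 stage of another gender, in place of at least 1 in all 4 stages, gave 15 genes. Of these, 13 were at that level in the female, 4 in the hermaphrodite and 2 in both. Genes below an RPKM of 1 in some stages can enter this set, so it is not a part of the 25. Allowing an RPKM below 0.1 in the male in place of 0 gave 49 genes, 3 of them present in both others, and an RPKM of at least 1 in a single stage of another gender 138, the largest change of any alternative. Among the genes with the largest change between female and male in edgeR's quasi-likelihood test, Vv12s0121g00050 on chromosome 12 from 11524149 to 11528012 (12X V1 of PN40024), had no read in the male, between 0.944 and 1.83 in the female and between 0.755 and 0.915 in the hermaphrodite. Male stage G, with the fewest reads, would show an RPKM of 0.0571 of this gene with 3 reads. The paper concludes that such genes are expressed in the female and hermaphrodite flowers and in no male stage.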

We also observed genes with no expression in any stage of male flower development that are highly expressed during female and hermaphrodite flower development. A gene encoding a Pentatricopeptide repeat-containing protein is not expressed in male flowers, which could mean that this protein is essential for carpel development. 

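The gene encoding a pentatricopeptide repeat-containing protein marked in Figure 11, Vv09s0002g08590, has a single exon on chromosome 9 from 9747693 to 9749444 of PN40024 (12X V1). Its RPKM from stage B to stage H was 4.38, 5.66, 3.98 and 4.42 in the female, 0.0565, 0.265, 0 and 0.0763 in the male and 6.32, 7.54, 5.84 and 6.18 in the hermaphrodite (no replicates). The male values rest on 3, 14, 0 and 4 exon reads, and 3 reads in male stage G would give an RPKM of 0.126. Across stages the log2 fold change was -5.45 for the male over the female (standard error 0.41, adjusted p = 2.3e-04 from edgeR's quasi-likelihood test) and 0.493 for the hermaphrodite over the female (standard error 0.29, adjusted p = 0.32 in edgeR). Leaving out stage D moved the male contrast furthest, to -6.30. The paper proposes that this protein is essential for carpel development.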

In male sterile *Petunia* [63], *Kosena radish* [64] and *Oryza sativa* [65], pentatricopeptide repeat-containing genes can restore fertility showing that this gene could be essential for the perfect development of sexual floral organs. 

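Genes without exon reads in the 4 female samples and with an RPKM of at least 1 in all 4 stages of the male or the hermaphrodite numbered 10, of which 5 met the condition in the male, 6 in the hermaphrodite and 1 in both (no replicates). With an RPKM below 0.1 in the female in place of 0 there were 24, and with an RPKM of at least 6 in at least 1 stage of another gender 2, both in the hermaphrodite. The number moved most, to 49, when an RPKM of at least 1 in a single stage of another gender was enough. Among the genes of edgeR's quasi-likelihood test, Vv09s0002g01280 on chromosome 9 from 1010055 to 1012014 (12X V1 of PN40024) had no read in the female and between 1.18 and 2.30 in the male, and 77.0% of its exon reads in male stage B mapped to a single place. In the deepest female sample, 3 reads of it would give an RPKM of 0.0763. The paper reasons that genes of this kind can play a role in pollen viability.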

On the other hand, genes with no expression during female flower development, which are highly expressed in male and hermaphrodite flowers, can play an important role in pollen viability. In *Arabidopsis*, *YUCCA* flavin monooxygenase mutants appeared to have a floral indeterminacy problem [66], suggesting that some members of the flavin monooxygenase family seem to be essential for the development of perfect flowers. 

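The flavin-containing monooxygenase gene marked in Figure 11, Vv00s0233g00180, lies on unplaced sequence from 16130868 to 16134527 of PN40024 (12X V1) and has 7 exons. Its RPKM from stage B to stage H was 0.531, 0.487, 0.185 and 0.0828 in the female, on 19, 19, 7 and 4 exon reads, 5.39, 3.66, 5.47 and 6.51 in the male and 8.09, 6.71, 6.94 and 6.86 in the hermaphrodite (no replicates). In female stage H, 3 reads would show an RPKM of 0.0621, and the 95% interval of the value there is 0.0322 to 0.213. Between 28.6% and 59.0% of the exon reads per sample mapped to a single place, so the values are uncertain where near-identical copies share reads. The log2 fold change across stages was 4.09 for the male over the female (standard error 0.45, adjusted p = 0.0017 from edgeR's quasi-likelihood test) and 0.430 for the hermaphrodite over the male (adjusted p = 0.48 in edgeR). The male over female contrast stayed between 3.57 and 4.57 when each stage was left out in turn. The RPKM was below 1 in all female stages, and the paper states that this member of the family is not expressed in female flowers.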

In *V. v. sylvestris* we found a member of flavin-containing monooxygenase gene family that is not expressed in the female flowers. This fact suggests that there might be a flavin monooxygenase that might also contribute to the reproductive organ dimorphism in this species. Flower development can be regulated by plant hormones [67], as it happens in curcubit species [68]. In *Vitis*, the *1*-*aminocyclopropane*-*1*-*carboxylate oxidase* 1 (*ACS1*) homologue is differentially expressed, with a higher expression in stage D and H of female flowers when compared with the same stages in male and hermaphrodite flower. This enzyme is involved in the ethylene biosynthesis pathway [69]. In gynoecious cucumber plants, that produce only female flowers, accumulation of *CS*-*ACS2* mRNA was detected in all flower buds, whereas in monoecious cucumber, the two types of flower buds (male and female) can be distinguished on the basis of their levels of *CSACS2* gene expression [70], being less abundant in the male flowers. This correlation between high levels of *CSACS2* gene expression and femininity may also occur in *V. v. sylvestris*. In our transcriptomic data, *Alpha*-*expansin 3* gene involved in auxin signaling in *Arabidopsis* [71] and CTR1-like protein kinase gene involved in ethylene-mediated signaling pathway [72], have higher expression levels in stage H of female flower when compared with the same stage in the male and hermaphrodite flowers. 

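Alpha-expansin 3 (Vv17s0000g06360, chromosome 17 from 6888734 to 6889740 of PN40024, 12X V1) had an RPKM in stage H of 131 in the female (95% interval 127 to 136), 40.2 in the male (37.7 to 42.9) and 50.2 in the hermaphrodite (47.2 to 53.3), on 3182, 927 and 1047 exon reads (no replicates). The CTR1-like protein kinase gene (Vv18s0001g07690, chromosome 18 from 5937032 to 5937810) had 136 (132 to 141), 68.8 (65.5 to 72.3) and 57.4 (54.3 to 60.8) on 3347, 1604 and 1211 reads. On the log2 scale the male differed from the female by -1.71 and -0.987 for these genes, and the hermaphrodite by -1.39 and -1.25, all past counting noise, with an adjusted p = 1.8e-118 from Fisher's exact test for the smallest of them. Of the expressed genes, 7.67% and 15.2% differed as much between female and male stage H. In stages B, D and G the CTR1-like gene lay between 40.4 and 68.1 in all genders, and neither gene was past the threshold of edgeR's gender test over all stages (adjusted p = 0.10 and 0.63). The ratio of the CTR1-like gene moved most under TMM, to -0.938 for the male. The paper concludes that both genes are more expressed in stage H of the female than of the other genders.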

In grapevine, endogenous application of cytokinin, 6-benezylamino-9-(2-tetrahydropyranyl)-purine can induce hermaphroditic flowers in staminate plants [73]. Therefore, sex reversion by hormone application may indicate that genes involved in hormone signaling could be important players in the development of the androecium or gynoecium.

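The candidates named in the text and marked in Figure 11 fall into 3 patterns in the 12 samples (no replicates). Nodulin MtN3 (Vv01s0146g00260 and Vv17s0000g08130) and lipoxygenase (Vv13s0064g01490 and Vv13s0064g01480) rise in female stage H, to RPKM values of 63.5, 41.4, 117 and 75.2. The flavin-containing monooxygenase (Vv00s0233g00180) stays below an RPKM of 1 in the female and between 3.66 and 8.09 elsewhere, and the pentatricopeptide repeat gene (Vv09s0002g08590) is at most 0.265 in the male and between 3.98 and 7.54 elsewhere. Alpha-expansin 3 (Vv17s0000g06360) and the CTR1-like kinase (Vv18s0001g07690) are expressed in all samples and are highest in female stage H. Over all genes, edgeR's quasi-likelihood test with an adjusted p-value under 0.05 gave 989 genes between male and female, 449 higher in the male and 540 lower, 1941 between hermaphrodite and female and 2857 between hermaphrodite and male. Each gender is a single plant, so differences between plants are part of these numbers. Leaving out a stage moved the male and female number most without stage D, to 254 genes.

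**Figure D2:**
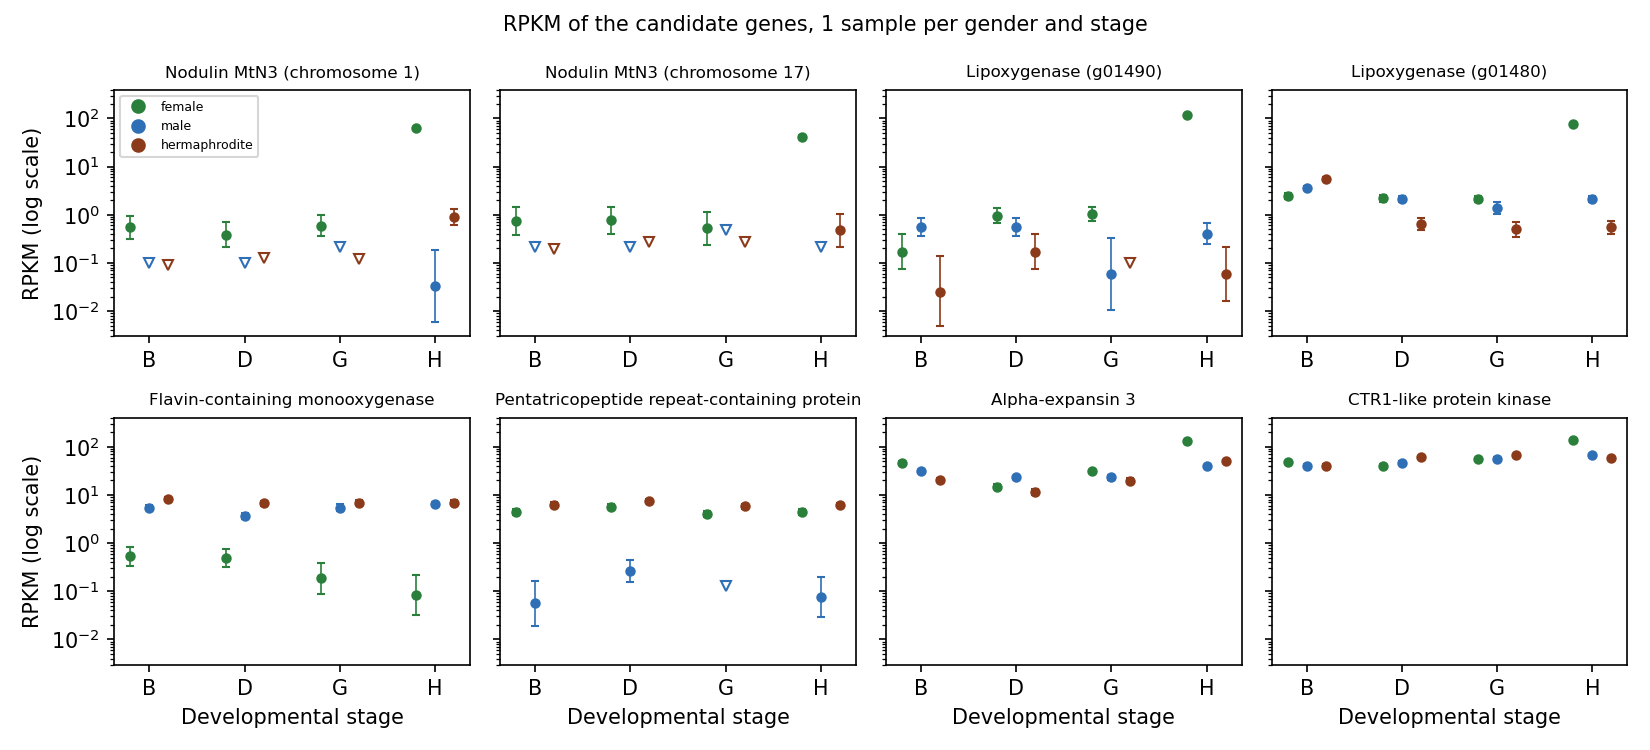
RPKM (log scale) of the 8 candidate genes in stages B, D, G and H, with the colour giving the gender and 1 sample per point. Bars are 95% Wilson intervals and hollow triangles mark samples without a read, at the RPKM that 3 reads would give. The upper row rises in female stage H, up to 117, and in the lower row the monooxygenase is low in the female and the pentatricopeptide repeat gene in the male.

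From these genes the paper concludes that genes of reproductive development in other species are differentially expressed between the grapevine genders and proposes them as candidates for sex identity.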

With this analysis, we conclude that there are genes involved in the reproductive development and sex specification in other species that are also differentially expressed between grapevine male, female and hermaphrodite flower and may be good candidates for conferring sex identity to these flowers.

### Inheritance and evolution of flower sex in grapevine

Morphological and transcriptomic analysis is consistent with *Vitis* species sex differentiation occurring later in flower development, during stamen and carpel differentiation. The unisexual flowers of wild grapevine produce rudimentary organs of the opposite sex. In some rare events, male plants occasionally produce fruits in a reversion to hermaphroditism [30, 74]. Moreover, dioecism is considered to have occurred fairly recently from a geological point of view and may have originated on at least several occasions from hermaphroditic ancestors [31]. Therefore, it is possible to assume that a hermaphrodite flower can be the original form and the pistillate and staminate forms as being derived from this. Oberle [30] proposed a model that suggests that two closely linked genes are responsible for the establishment of dimorphic flowers in *Vitis*. Previous extensive genetic results obtained in unisexual *Vitis* are in accordance with two genes closely linked and led to a proposed model [30]. Additionally, previous results show that the female *Vitis* is homozygous for recessive *so* and *sp* alleles and the hermaphrodite is also homozygous for *so* but homozygous or heterozygous for *Sp* [30]. It is not known the nature of the genes *So* and *Sp* and their role in sex differentiation or what happened during the domestication process. 

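From edgeR's quasi-likelihood test, the 5 genes in each direction with the largest change between female and male that changed the same way in all 4 stages were taken as the strongest gender differences (no replicates). Lower in the male were the Nodulin gene Vv01s0146g00260 and Vv12s0121g00050, Vv16s0022g01390, Vv04s0008g04000 and Vv04s0008g03990, with log2 fold changes from -10.3 to -9.47 and adjusted p-values from 1.1e-05 to 0.027. Higher in the male were Vv09s0002g01220, Vv09s0002g01280, Vv03s0017g00920, Vv07s0031g01110 and Vv00s0346g00080, with log2 fold changes from 7.47 to 8.88. Vv09s0002g01220 on chromosome 9 from 937904 to 940108 (12X V1 of PN40024) had at most 0.156 in the female, between 29.3 and 38.3 in the male and between 11.2 and 14.9 in the hermaphrodite, and Vv07s0031g01110 on chromosome 7 from 17231237 to 17231536 was found in the male with 1.54 to 4.23 and otherwise with a single read in hermaphrodite stage G. Such values rest on 11 to 38 reads in the male for the last gene. Several of these genes share reads with close copies, and only 24.1% of the exon reads of Vv00s0346g00080 in male stage B mapped to a single place. For Vv04s0008g04000 on chromosome 4 from 3338865 to 3339451 and Vv04s0008g03990 on chromosome 4 from 3337949 to 3338864, which are neighbours, leaving out stage G moved the hermaphrodite over female value of the latter from -0.943 to 0.257. The files hold no genotypes, and the identity of So and Sp was not analysed here. The paper proposes that genes exclusive to a gender or stage could include the putative So and Sp genes.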

The heatmap analysis (Figure 11 and Additional file 2) shows potential genes exclusive of a specific developmental stage or genes involved in sex determination that could include putative *So* and *Sp* genes inhibiting specific organs and conferring a particular phenotype. This raises the question of what would be the genotype of the ancestral hermaphrodite plant and what has happened subsequently that gave rise to a dioecious population? We propose an overview of the previous model assuming that the ancient form should have been homozygous for *so* and *Sp* alleles (*so so*/*Sp Sp*). Which is in accordance with previous studies [31, 75] that point for the evolution of two separated sexes must generally involve at least two genetic changes, one to give females (male-sterility) and the other giving males (female-sterility). If a mutation occurred in the recessive *so* allele that suppressed the pistil development (*So*) male plants would appear in the population (Figure 12). This mutation could partially affect pistil development suppressing the style growth, giving rise to the emergence of male plants [7]. Female-sterility genes spread in cosexual populations, resulting in an intermediate stage that involved males and hermaphrodites (androdioecy pathway). Despite the fact that this condition has been described as a rare event in plants [76] and no confirmed cases of androdioecy as an intermediate stage in the evolution of dioecy have been documented, genetic studies in *Datisca* spp. [77] show that maleness is dominant to hermaphroditism in androdioecious *D. glomerata* populations. In other androdioecious species, *Mercurialis annua* maleness is dominant and seems to govern sex expression [78]. For the success of the grapevine emerging population the pollen of these new male plants would be abundant and viable, which should have favored subsequent crossings with hermaphrodite plants. The appearance of the female form was then followed, or perhaps accompanied or even preceded by a recessive mutation that affected the normal pollen development (*Sp* allele) (Figure 12). This plant would be a functional hermaphrodite but heterozygous for *sp* allele. We propose that these mutations occurred in the hermaphrodite population not necessarily in the same plant. The fertilization of such heterozygous hermaphrodite by pollen from male plants would give homozygous and heterozygous plants for normal pollen development (male) as well as two kinds of hermaphrodite plant (Figure 12). Subsequently, the cross between heterozygous hermaphrodites with heterozygous male plants would give the emergence of female plants. Additionally, the self-pollination of the hermaphrodite heterozygous for the recessive pollen gene would give female plants as well. It is suggested that *Vitis* genus appeared ~58.5 million years ago and the domestication seems to have occurred from the seventh and the fourth millennia BC. This time frame is sufficient for the replacement of the hermaphrodite form by dioecious plants as judged by the apparent lack of hermaphroditism in wild state populations. This is an evidence that the male form that prevailed is heterozygous for *So* and *Sp* allele. Crosses between such dioecious plants (*So so*/*Sp sp*) with the hermaphrodite ones produced male and female offspring that over time replaced the hermaphrodite ones. If the male form was heterozygous for *So* and homozygous for *Sp* genes the only possible offspring between male and female plants or between male and the hermaphrodites were males and hermaphrodite individuals. The female forms only appeared by hermaphrodite self pollination. The domestication process could have occurred in two ways: (1) a few hermaphrodite remnants stay in the population or (2) male reversion to hermaphrodite form occurred and was selected (Figure 12). The domestication process must have started in these hermaphrodites plants and seems to be linked to the discovery of wine [5] making them the *Vitis* species with major agronomic and economic importance.

**Figure 12:**
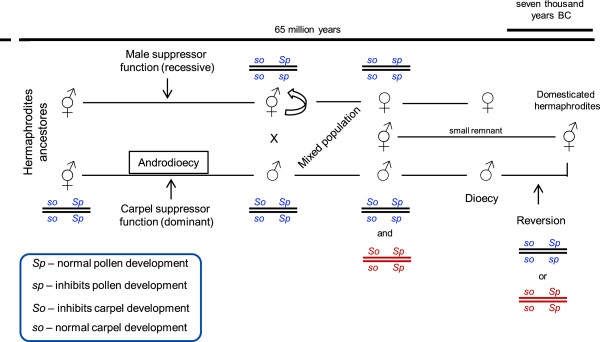
**Pathway and genotypes proposed for** ***Vitis*** **sex evolution.** The first mutation must occur in the *So* gene that gives the male individuals which had as a consequence the appearance of males with viable pollen. Males and hermaphrodites coexist but it was impossible the emergence of females if not occur a second mutation in the *Sp* gene. Crosses in a mixed population established the dioecy. In blue are the most possible genotypes. Marked in red are other possible genotypes but less likely to occur. *So* and *Sp* are two close linked genes.

## Conclusions

In the present study, we analysed RNA-Seq results from buds belonging to four developmental stages from three *Vitis* genders: female and male ancestor (*V. v. sylvestris*) and a hermaphrodite cultivar (*V. v. vinifera*). Our primary analyses confirm that *Vitis* flowers start their development as hermaphrodites until they reach developmental stage G to H, when male plants became distinguishable by the presence of a defective pistil and the female by reflexed stamens. RNA-Seq also provided the evidence that on developmental stage G, female and hermaphrodite flowers share a large number of expressed genes, whereas the number of active genes on male buds abruptly diminishes, suggesting that, the these genes are involved in the development of a fully functional carpel in female and hermaphrodite flowers.

Data also revealed a higher number of intronic matched reads that are good candidate for new exons or it could be what some authors call “dark matter”. The evidence that this “dark matter” exists came from the existence of match reads in intergenic regions that change across development and sexes. These results encourage an extensive revision on the *V. v. vinifera* databases and reinforce the opinion that this class of RNAs should not be ignored or automatically assigned to the category of annotated pre-mRNAs. Our data suggests that these regions may be related to flower development and/or sex determination. We also show that the ABCDE model genes expression levels are not related to flower sex specification, but other genes, including some classified as “unknown” function, may have a role in sex differentiation. We consider the model where females are homozygotes for *so* and *sp* genes, and hermaphrodite are heterozygous to *sp* (*so so*/*Sp sp*) to be the most probable. Alongside, a comprehensive evolutionary model is proposed based on the knowledge available. Maybe the domestication happened in an ancestral hermaphrodite or alternatively, a male reversion originated a new hermaphrodite form that is used, nowadays, in grape industry.

## Methods

### Sampling and biological material manipulation

Flowering buds from *V. v. sylvestris* female and male plants and also from the hermaphrodite *V. v. vinifera* cv. Touriga Nacional were collected in Dois Portos (Lisbon district, Portugal; 75 – 100m), where a *Vitis* collection was established. Floral buds were collected every week during the month of April of 2012 (temperature interval during sampling month: 7.4 – 24.3°C; total precipitation during sampling month: 59.3 mm) and frozen in liquid nitrogen.

The harvesting of floral buds was made from a single plant of each gender to perform RNA-Seq. Developmental stages B, D, G and H (according to Baggiolini [33]) were collected for each gender performing a total of twelve samples (Additional file 1). Additionally, similar developmental stages were collect from the same plants in the following year, as well as from six other male and eleven female plants in the collection (temperature interval during sampling month: 8.1 – 27.0°C; total precipitation during sampling month: 71.8 mm). Buds were classified according to their developmental stage and treated separately. About 5 frozen buds per stage/gender were ground into a fine powder in liquid nitrogen and total RNA was extracted and purified with the Spectrum™Total RNA kit (Sigma-Aldrich, Inc, Spain) and Qiagen RNAeasy Mini Spin Columns (Qiagen, Valencia, CA, USA), respectively, according to the manufacturer’s instructions. The concentration and purity of total RNA were determined using a Synergy HT Nanodrop system (Biotek, Germany), with the software Gen5™ (Biotek, Germany). The quality of the RNA was confirmed on a denaturing gel electrophoresis. For each sample, 25 μg of total RNA were utilized for transcriptome sequencing (2012 samples).

### Transcriptome sequencing and quality analysis of sequence reads

cDNA library construction and transcriptome sequencing were performed by BaseClear, B.V, Netherlands. The cDNA libraries were constructed following the procedures outlined in the Illumina platform. Sequence reads were generated using the Illumina Casava pipeline version 1.8.2. Two Illumina runs were performed on each sample that functioned as technical replicas, to evaluate data consistency. Prior to the assembly and mapping, filters were applied to remove low quality reads resulting an average of 30 million of single reads (Table 1) 50 bp in length equivalent to 1.5 Gb of total sequence data for each sample. Initial quality assessment was based on data passing the Illumina Chastity filtering. The second quality assessment was based on the remaining reads using the FASTQC tool version 0.10.0. The quality of the FASTQ sequences was enhanced by trimming off low-quality bases using CLC Genomics Workbench version 5.5.1. The quality-filtered sequence reads were used for further analysis with the CLC Genomics Workbench. First, an alignment against the *V. v. vinifera* reference genome that is a near-homozygous and non-cultivated accession, PN40024 [36], (http://genomes.cribi.unipd.it/DATA/GFF/V1.tar.gz) and calculation of the expression values was performed, and then, a comparison of expression values and a statistical analysis was made. The selected expression measurement was the Reads per Kilobase of exon model per Million mapped reads (RPKM) with the aim of normalizing for the difference in number of mapped reads between samples, as well as the transcript length [35]. RPKM is calculated by dividing the total number of exon reads by the number of mapped reads (in Millions) times the exon length (in kilobases). The statistical analysis to assess the significance of expression differences was performed using Kal’s Z-test. The Phred quality scores ranged from 37.3 to 38.2, which meant that the accuracy of the base call was higher than 99.9%. Quality control was performed to examine the consistency of the experiment and the variability between samples and groups. In brief, the overall distribution of the RPKM expression values is compared between samples and groups through a box plot representation that provide an effective summary of this large amount of data (Additional file 4).

### Software used to process *Vitis*transcriptomes

IGV (http://www.broadinstitute.org/igv/) was used for manually inspect the reads assembled to each gene. MATLAB® (2012b, The MathWorks, Inc., Natick, USA) was used to retrieve gene transcript sequences from *.bam files.

### RNA-Seq validation and reproducibility through RT-qPCR

cDNA was obtained with the RETROscript® kit (Ambion, Life Technologies, Spain), following the manufacturer’s protocol. RNA from the samples that were sequenced, as well as RNA from other plants collected at the same time and in the following year were retrotranscribed. cDNA concentration was measured in a microplate reader Synergy HT (Biotek, Germany), using the software Gen5™ (Biotek, Germany) for nucleic acid quantification.

Five genes (*VvTFL1*, *VvLFY*, *VvAP1*, *Vv AP3*, *VvPI*), related to flower development (Table 2), were used to validate RNA-Seq data and to test for data reproducibility. To determine the most effective cDNA concentration in RT-qPCR, a serial of decimal dilutions was carried out ranging from 2.1 to 0.021 μg of cDNA. Amplification reactions were performed in triplicates of 20 μL containing 5 μL of master mix (SsoFast_EvaGreen Supermix, Bio-Rad, Hercules, CA), 0.4 μM of specific primers, 0.21 μg of cDNA and autoclaved MiliQ water. Amplification of PCR products was monitored via intercalation of Eva-Green (included in the master mix). The following program was applied: initial polymerase activation, 95°C, 2 min; then 40 cycles at 95°C, 15 s (denaturation); 57°C, 30 s (annealing); 76°C, 30 s (extension) with a single fluorescence reading taken at the end of each cycle. Each run was completed with a melting curve analysis to confirm the specificity of amplification and the lack of primer dimmers. To confirm amplicon size, products were run on 1.7% (w/v) agarose gels.

**Table 2:** **Primers used on RNA-Seq validation**

Gene/annotation ^a^	Chromosome	Primers (Forward/Reverse)	Product size
*VvAP*1 (Vv01s0011g00100)	1	5’ – GAACAAGATCAATCGCCAAG – 3’	128 bp
		5’ – ACAGCTTTCCTTTAGTGGAG – 3’	
*VvAP*3 (Vv18s0001g13460)	18	5’ – GAATTTGATGCAAGGGACAG – 3’	169 bp
		5’ – TAAAGGTCAAATCAGAGCCC – 3’	
*VvLfy* (Vv17s0000g00150)	17	5’ – GAGAGGCAGAGGGAGCATCC – 3’	210 bp
		5’ – GCTTGCTCCCGCCTTCTTCGC – 3’	
*VvTFL* (Vv06s0080g00290)	6	5’ – GTTGGTAGAGTGATTGG – 3’	317 bp
		5’ – GAAATGCCAAGGCCAAATAT – 3’	
*VvPi* (Vv18s0001g01760)	18	5’ – GGAGAATGATAGCATGCAGA – 3’	254 bp
		5’ – TTTCCACCTCTCTCACATTG – 3’	

^a^The ID of each gene present in the *V. v. vinifera* genome (12x_v1).

RT-qPCR runs were perform, for each gene, with a series of decimal dilutions of a precisely calculated number of plasmid copies (3,000 pg to 3 pg) to create a calibration ruler. Cqs (threshold cycles) obtained from RNA samples was matched against the calibration ruler to estimate the copy number of each transcript on samples. The absolute copy number was calculated using the following formula: Copy number = C × N_A_/M; where Copy number, number of molecules/μL contained in the purified cDNA; C, concentration of the purified cDNA (g/μL); M, the molecular weight of the cDNA gene fragment; N_A_, Avogadro’s number = 6.023 × 10^23^ molecules/mole. The coefficient of correlation (r) between RNA-Seq samples and RT-qPCR were also calculated.

### cDNA sequence cloning

To verify the sequence of the five selected genes putatively involved in flower development (*VvTFL1*, *VvLFY*, *VvAP1*, *Vv AP3*, *VvPI*) we cloned and sequenced the corresponding open reading frame of wild grapevine, as well as *V. v. vinifera* (Table 2). Amplification reactions were performed in 25 μL composed by 1 μg of cDNA; PCR buffer (20 mM Tris HCl [pH 8.4], 50 mM KCl; 1.5 mM of MgCl_2_); 0.2 mM of dNTPs; 0.4 μM of each primer; 5 U of DNA taq polymerase and autoclaved MiliQ water. The applied program had 4 min for initial denaturation at 94°C; 30 cycles of 45 s at 94°C for denaturation, 45 s at 55°C for annealing and 90 s at 72°C for extension; and a final extension at 72°C for 4 minutes. PCR products were purified with Zymoclean Gel DNA Recovery (Zymo Research Corp., Orange, CA, USA) and cloned with TOPO TA Cloning Kit (Invitrogen™, Carlsbad, Calif.) following the manufacturer’s protocols. Plasmids were extracted with Wizard Plus SV Minipreps DNA Purification (Promega, Leiden, The Netherlands). Plasmid concentration was measured in a microplate reader Synergy HT (Biotek, Germany), using the software Gen5™ (Biotek, Germany) for nucleic acid quantification.

### Data availability

RNA-Seq data analyzed in this study have been submitted to the Gene Expression Omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/geo/) under the number GSE56844.

## Electronic supplementary material

Additional file 1: **Flower development stages.**

Additional file 2: **Expression profile of “Unknown” functional category.**

Additional file 3: **Expression values of** ***Vitis*** **homologues genes previously described in** ***A. thaliana*** **involved pollen and carpel development.**

Additional file 4: **Box plot diagram.** The overall distribution of the RPKM expression values in the samples.

# Supplementary material for: Flower development and sex specification in wild grapevine
**Source:** BMC Genomics. 2014 Dec 12;15(1):1095. doi: 10.1186/1471-2164-15-1095
**Supplement:** Supplementary file 1 — Additional file 1: Flower development stages.

**B**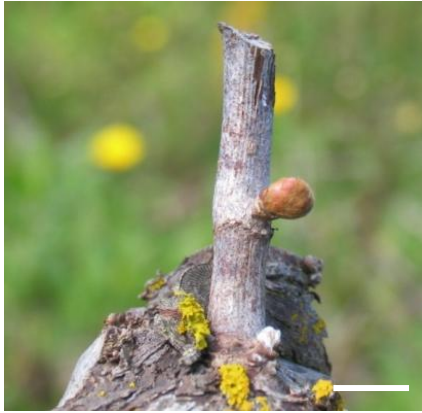**C**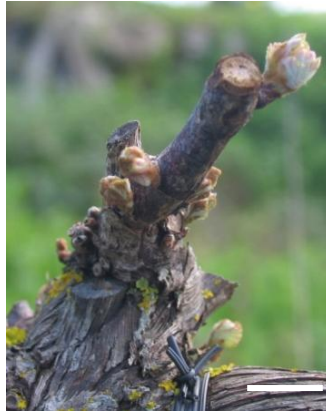**D**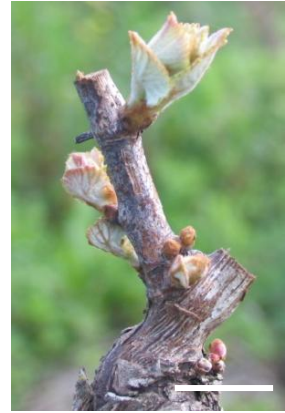**E**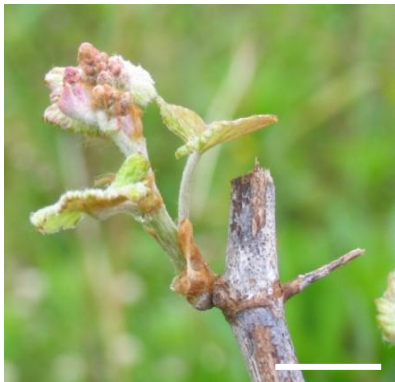**F**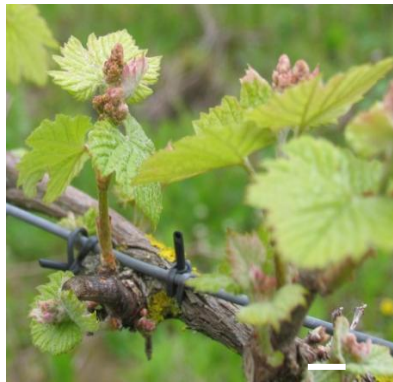**G**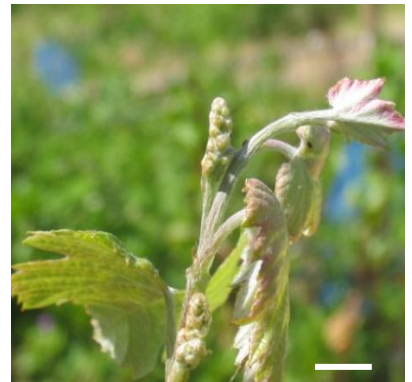**H**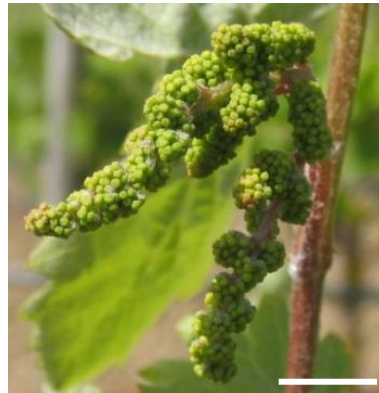

Additional file 1. Developmental stages (from B to H) of *V. v. sylvestris* female flowering buds. Male (not shown) and female buds are similar in these developmental stages. Photos were taken in the vineyard collection (Dois Portos). Stages are classified according Baggiolini classification. In each figure it is marked the scale bars = 1 cm.

How the deposited data were processed for this re-analysis (not part of the article)

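Flower buds of 3 genders of grapevine were sequenced by RNA-Seq in 4 developmental stages, B, D, G and H, with 1 sample per gender and stage, 12 samples in all and no replicates. The female and the male samples came from 1 wild plant each (V. v. sylvestris) and the hermaphrodite samples from the cultivated variety Touriga Nacional (V. v. vinifera). Samples were mapped to gender and stage from their labels, which name both, and from the paper.

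The authors trimmed the reads by quality, mapped them with the CLC Genomics Workbench to the PN40024 reference genome with its 12X V1 gene models, and deposited a table of 29971 genes per sample in which the separate sequencing runs of a sample are already merged. The counts that the authors deposited are whole numbers of reads per gene without normalization, given for the whole gene and for annotated exons, each as all reads and as the reads that map to a single place; a read that maps to several places was assigned by the software to one of them. The RPKM values were computed by the authors from the exon reads, the exon length and the reads mapped to genes in the sample, and the formula was checked on every gene. The number of putative exons per gene, a unit of its own, was deposited as the authors' software called it, without the positions or the reads of each putative exon. Start, end and chromosome of each gene were taken from the same tables, and no reference genome was used. Reads that did not map, or mapped between genes, are not in the files analysed here.

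The depth was between 13588556 reads on genes in male stage G and 32691657 in hermaphrodite stage B, with a median of 26246715. For a gene in a single sample, a 95% Wilson interval of its share of these reads was converted to RPKM, and where a gene had no read the RPKM that 3 reads would give is stated. At the median exon length of 1126 bases, an RPKM of 1 corresponds to 15.3 exon reads in male stage G and 36.8 in hermaphrodite stage B.

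Genes were called expressed at an RPKM of at least 1, as in the paper, and the sets of the Venn diagrams, the genes with putative exons, the genes with reads outside exons and the genes absent from a gender were counted from the tables. To separate depth from biology, the reads of all samples were thinned at random to 13588556 reads in 20 draws. Differences between genders and between stages were tested on exon read counts with edgeR's quasi-likelihood test, with TMM normalization, edgeR's filter on low counts by gender and Benjamini-Hochberg adjustment at 0.05, in a model with stage and gender, so that the stages of a gender and the genders of a stage stand in for replicates and 6 residual degrees of freedom remain. Of the 29971 genes, 21743 passed the filter. The standard error given with a log2 fold change is its size divided by the square root of the contrast's F statistic. It was not estimated separately and can be too small where a gender has almost no reads. A named gene was compared between 2 samples with Fisher's exact test on its exon reads, with Benjamini-Hochberg adjustment over the 1617 comparisons of 77 genes. This test, like Kal's Z-test used in the paper, covers counting noise only, and with so many reads small differences pass it, so the percentage of expressed genes that changed at least as much between the same samples is given beside it. The similarity of samples is Spearman's correlation of log2(RPKM + 0.1) across genes. Permutation tests of the position of genes on the chromosomes used 100000 permutations, or 10000 for the contrasts with the hermaphrodite, and left out genes on unplaced sequence.

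The genes named in the text were chosen by a rule: every gene that the paper names for RNA-Seq and for which the paper, its supplements or a figure gives an identifier, genes of Figure 10 without an identifier where exactly 1 gene matches the plotted curve, and from the gender test the 5 genes in each direction with the largest change between female and male among those past the threshold that changed the same way in all 4 stages. Identifiers in Figure 11 were read from the image, and where a character could not be read, the identifier that exists in the files and whose values match the colours of the row was taken.

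The alternatives tried were an RPKM threshold of 2, a filter of at least 10 exon reads and equal depth for the counts of genes, DESeq2's size factors, DESeq2's likelihood ratio test, no filter on low counts, reads mapped to a single place, limma on log2(RPKM + 1), leaving out each stage or gender and leaving out male stage G for the tests, Kal's Z-test and TMM library sizes for single genes, and other definitions of absence. The alternatives for putative exons, the percentage of genes with as large a change, the exact binomial test of exclusive genes, the developmental index and the tests of neighbouring genes were chosen after the files had been seen. The RT-qPCR measurements, the genotypes and the microscopy were not analysed here.

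The scripts were tested on simulated data. With counts drawn for the real genes and 200 genes changed, the edgeR fit recovered 175 (87.5%), 97% of those changed 4-fold and 78% of those changed 2-fold, and called 7 unchanged genes. These counts had the same stage effect in every gender and no effect of the plant. The 7 calls therefore do not give the error rate where the genders change differently along the stages. The exact binomial test recovered 192 of 200 and called 5 unchanged genes, and a planted block of neighbouring genes was found by the window scan. The work used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1.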

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

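The mapping of the samples, the tests, the rule for named genes and most of the alternatives were set before the processed files arrived. The developmental index, the comparison with the change of all genes, the test of the pollen list, the scan of neighbouring genes and the alternatives for putative exons were chosen afterwards. Of the 28 predictions behind the tests below, those on the share of the 10 most abundant genes, putative exons and depth, the pollen list, chromosomes of absent genes, chromosome 2, chromosome 13, the index of male stage G, the usual change of VvAP1 and VvSEP3 and the male and hermaphrodite genes of stage H were written only after the result had been seen. When the others were written, the number of genes past the threshold in the gender and the stage test and the values of the pollen genes in female stage H were already known, but not the results of their tests.

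Male stage G is far from the other male samples in depth, with 13588556 reads on genes against 30309889, 30102173 and 29914645, and in the genes with putative exons, 565 against 1088, 1024 and 1041. Such gaps between the stages of a gender were looked for in 21 groups of samples, and 5 were found. Independent groups of exchangeable samples would give 1.05 by chance. The stages are ordered and the measures related, so these numbers do not show an excess over chance. The 10 genes with the most reads took 2.67817% of the exon reads in male stage G, within the range of the other samples (2.40% to 3.03%). This share cannot decide the cause of the low depth, since the depth counts the reads of all genes. The number of expressed genes was not lowered by the depth, since thinning all samples to the same total changed it by -0.0906% at most. The number of genes with putative exons does follow depth, with a Pearson r of 0.957 (permutation p = 2.0e-05, adjusted p = 1.0e-04 over 5 relations with depth) and a Spearman rho of 0.916 (permutation p = 1.0e-04) over the 12 samples. Without male stage G and hermaphrodite stage B, the samples farthest from the median depth, r was 0.876 (permutation p = 0.0017), and no batch is given within which it could be computed again. The low number of putative exons in male stage G therefore cannot be told apart from its depth, and no biological explanation was tested.

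Female stage H stands out among the female samples with 709 genes expressed in no other gender. This is also the largest number of stage H, but gaps between the genders of a stage were not tested. At equal depth the number was 742.05 as the mean of the draws, so depth did not produce it. With an RPKM threshold of 2 it was 716 and still the largest of stage H, though genes close to the new threshold then enter the set. Of the 709 genes, 279 reached an RPKM of 2, against 129 of the 417 in the male and 147 of the 472 in the hermaphrodite, and 496 were above both other genders in the exact binomial test, against 257 and 307. Most of the set thus lies close to the threshold, but the female excess is not limited to such genes. In the comparison of stages within a gender, male stage H (377 genes expressed in no other male stage) and hermaphrodite stage H (270) stand out in the same way. Thinning left 396.5 and 311.1 genes in these samples, and the threshold of 2 left 370 and 260, in each case more than in the other stages of the gender, with the same limit on what a threshold of 2 can show. Stage H is the last stage sampled, and the sets may hold genes that switch on late in all genders. The female excess has a further candidate explanation in the age of the buds, since female stage H had a developmental index of 1.07044 on the axis of the other genders, where male stage H was at 0.984 and hermaphrodite stage H at 1.016, though the difference is small and a larger change of the same genes in the female would also give it. The male and hermaphrodite values there lie evenly around the end of the axis by construction. The paper, however, describes male inflorescences as slightly ahead of the female throughout development. Differences between single plants were not tested, because each gender is 1 plant.

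VvAP2, VvAP1 and VvSEP3 move in opposite directions between genders from stage G to stage H, and the difference between genders was not tested, since there is 1 sample per gender and stage. The log2 change of VvAP2 was 1.18 in the female, -1.66 in the male and 0.3504 in the hermaphrodite. The low depth of male stage G is not the source, as male stage H thinned to the same depth still differed from male stage G (3.66734e-16, Fisher's exact test). The developmental index of male stage G was 0.420811 on the axis of the other genders, where female stage G was at 0.714 and hermaphrodite stage G at 0.752, and on the axis of the male and the hermaphrodite the values of stage G were 0.489 in the male and 0.896 in the hermaphrodite, so the male change may cover a different part of development, and the pattern cannot be told apart from this. The paper describes male inflorescences as slightly ahead of the female and not behind. The log2 change of VvAP1 was -0.719 in the female, 0.547 in the male and -0.104 in the hermaphrodite. Thinning left the male change past counting noise (1.73176e-29, Fisher's exact test), but 17.051% of the expressed genes changed as much between the same male samples, and 21.7% as much as VvAP1 between the female samples. The log2 change of VvSEP3 was 0.326 in the female, 0.853 in the male and -0.0582 in the hermaphrodite, and 78.247% of the expressed genes changed as much as VvSEP3 between hermaphrodite stages G and H, 44.7% between the female and 8.648% between the male samples. The negative sign of VvSEP3 in the hermaphrodite is thus within the usual change of genes between these samples, while these shares do not show whether the opposite signs of VvAP1 are usual.

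Among the genes of the pollen list whose grapevine values the text of the paper does not discuss, 3 were high in female stage H and low in the other genders at that stage. CYP704B1 (Vv01s0026g02700) had an RPKM of 71.26 in female stage H against 0.0211 in the male and 1.448 in the hermaphrodite. ACYL-COA SYNTHETASE 5 (Vv01s0010g03720) had 9.79 against 0.884 and 0.420, and RUPTURED POLLEN GRAIN 1 (Vv14s0066g01420) had 4.92 against 0.241 and 0.612. Of the exon reads of CYP704B1 in female stage H, 100% mapped to a single place, so reads that map to several places in the reference are not the source of its value. Of the 25 expressed genes of the list, 3 (12%) were at least 5 times higher in female stage H than in both others, against 376 of the 22230 other expressed genes (1.69%), an enrichment with p = 0.00853 in Fisher's exact test. The test was chosen after the 3 genes had been seen, and none of the 17 carpel genes met the same condition. A candidate explanation is that the female buds of stage H were further along development, since their developmental index of 1.07044 was slightly above the values of the other genders on the same axis, and a difference between the genders in pollen development cannot be told apart from this. The paper describes the opposite order, with male inflorescences slightly ahead of the female throughout development. The index of a gender is measured on genes selected in the other genders, which lowers it for the gender held out, and the axes of the 3 genders rest on 839, 1410 and 1004 genes and differ.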

How the results depend on the processing

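Of 748 results recomputed under an alternative, 656 stayed within the margin allowed, 53 moved past it, 30 lost and 2 gained significance and 7 reversed their direction. The number of expressed genes per sample shifted in every sample, though by less than the factor of 1.5 that was allowed, as from 19034 to 17341 in female stage B with an RPKM threshold of 2 and from 19131 to 21133 in hermaphrodite stage B with at least 10 exon reads. Within the margin under every alternative were also the female with male similarity, the chromosomes of the genes absent from a gender as raw p-values, and all contrasts of the flavin-containing monooxygenase and of the pentatricopeptide repeat gene.

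A filter of at least 10 exon reads in place of the RPKM threshold moved the exclusive sets of genes. It asks for the same number of reads whatever the depth and gene length. The number of expressed genes rose from 19131 to 21133 in hermaphrodite stage B, the deepest sample. In male stage G, with the fewest reads, it rose only from 19240 to 19686. The exclusive sets of deep samples could also fall, as from 709 to 640 genes in female stage H. The genes expressed only in 1 gender became 250 in female stage B (400 in the main setting) and 174 in male stage G (461). The genes expressed only in 1 stage became 116 in female stage G, 234, 261 and 6 in male stages B, D and G, and 302, 112 and 124 in hermaphrodite stages B, D and G. Neither an RPKM threshold of 2 nor thinning to equal depth moved any of these sets by more than the factor of 1.5 that was allowed.

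The genes with reads outside exons rose to 4536, 4081 and 4257 in the female, the male and the hermaphrodite when an RPKM below 1 replaced an RPKM of 0, which adds genes with few exon reads, and dropped to 439, 383 and 406 when at least 10 reads outside exons were required. The genes absent from a gender became 24 in the female, 49 in the male and 39 in the hermaphrodite with an RPKM below 0.1 in place of 0, which lets in genes with a few stray reads. They became 49, 138 and 116 when an RPKM of at least 1 in a single stage of another gender was enough, and 2 in the female and 15 in the male with an RPKM of at least 6. The similarity of samples of the same stage computed over all genes with at least 1 read was 0.96063 between female and hermaphrodite and 0.961056 between male and hermaphrodite, because genes with almost no reads add the same low ranks to both samples. Among the results that do not answer a comparison, 11 moved, these 2 similarities and 9 on putative exons under alternatives chosen after the files had been seen.

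The tests across genes depend on what stands in for replicates. With DESeq2's likelihood ratio test, which has no allowance for the uncertainty of each gene's dispersion, 5221 genes differed between genders and 7073 between stages, against 3308 and 4546 in edgeR. Leaving out each stage gave from 852 to 2530 genes between genders, with 1813 without stage B, 1104 without stage G and 852 without stage D. In each of these fits 3 samples per gender remain, so the number of samples does not explain why they differ. Leaving out each gender gave from 9 to 2600 genes between stages (182 without the female, 2600 without the male and 9 without the hermaphrodite). The pairwise contrasts then held from 254 to 662 genes between male and female (324 without stage G, 586 without stage H), from 433 to 1747 between hermaphrodite and female (1121 without stage B, 578 without stage G) and from 891 to 2388 between hermaphrodite and male (1554 without stage B, 1173 without stage G). The changes of the counts with other normalizations and filters were small, with 3313 and 4568 genes for DESeq2's size factors, 3158 and 4249 without a filter, 3181 and 4674 for reads that map to a single place and 3172 and 3912 for limma. Without male stage G there were 2339 and 4622 genes. The gender count thus fell from 3308, though within the margin allowed.

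None of the contrasts that reversed was past the threshold in the main fit. Across the fits that each left out 1 stage, the log2 fold change of the male over the female ranged from -0.266 to 0.123 for VvSTK. That of the hermaphrodite over the female ranged from -0.0598 to 0.421 for VvLFY, from -0.423 to 0.199 for the CTR1-like protein kinase gene, from -0.714 to 0.0400 for Vv16s0022g01390, from -1.89 to 0.218 for Vv04s0008g04000 and from -2.08 to 0.257 for Vv04s0008g03990. That of the hermaphrodite over the male ranged from -0.326 to 0.365 for VvAP2. Each is an average over stages, so it depends on the stages included.

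The higher expression of VvLFY in the male lost significance in each of the fits without a stage, while its log2 fold change over the female stayed between 0.971 and 1.56. The lower expression of VvSTK in the hermaphrodite relative to the female lost significance without stage B (-1.09), stage G (-1.001) and stage H (-0.906). The VvLFY result rests on all 4 stages being counted as replicates, and the VvSTK result on stages B, G and H being among them. The Nodulin gene of chromosome 1 could not be tested without stage H, where nearly all of its reads are, and has no value there.

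Of the 1617 comparisons of a named gene between 2 samples, 11 changed side of the threshold with Kal's Z-test and 54 with TMM library sizes. Depth limits the results for genes with few reads: an RPKM of 1 in male stage G rests on 15.3 exon reads at the median exon length, and in genes such as VvAG in female stage B, with 26 reads, the interval of the RPKM is as wide as 0.809 to 1.74 and smaller changes are not detectable. The replicate block was not run because each gender and stage has 1 sample, so the groups compared share no replicate numbers.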

Differences from the paper's values

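For VvTFL (Vv06s0080g00290) the paper's log2 RPKM in Figure 8, read by eye, is higher than the value in the files in every sample that could be compared. The gap was nearly the same in all of these samples, so the profiles differ by a nearly constant factor of the RPKM. In the female it is about 7.8 in stage B, about 7.5 in D, about 1.9 in G and about 1.8 in H in Fig. 8, read by eye, against 4.46, 4.12, -1.44 and -1.53 in the files. In the male the paper shows about 7.1, about 6.9, about 6.3 and about 3.1 in Fig. 8, read by eye, against 3.75, 3.52, 3.01 and -0.233. In the hermaphrodite it shows about 6.5 in stage B, about 6.3 in D and about 0.6 in G in Fig. 8, read by eye, against 3.16, 2.98 and -2.72. For VvAP3 (Vv18s0001g13460) the paper's hermaphrodite values are about 4.0, about 4.1, about 6.0 and about 6.9 from stage B to stage H in Fig. 10, read by eye, against 2.66, 3.41, 6.33 and 6.26 in the files, while its female and male values lay within the reading error. The hermaphrodite values read from the figure are the same as those read for the male. None of the alternatives set before the files arrived applies to these values, which are the RPKM as deposited.

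Some directions that the paper states are not those of the files. The paper states that VvAP2 increases from stage D to stage G in all genders, where the log2 change was -2.62 in the female, -0.487 in the male and -1.92 in the hermaphrodite. It states that VvAP3 and VvSEP2 decrease in the female between the same stages, where they rose by 4.32 and 3.84. In the preceding step, from stage B to stage D, VvAP2 rose by 0.651 in the female, 0.414 in the male and 0.334 in the hermaphrodite. In that step VvAP3 and VvSEP2 changed by -0.962 and -0.459 in the female. For these genes the directions from B to D are those given by the paper. From stage G to stage H it states an increase of the genes of the ABCDE model in all genders apart from VvAP2 in the male and VvAP1 in the female, where VvAP1 and VvSEP3 changed by -0.104 and -0.0582 in the hermaphrodite (adjusted p = 0.0032 and 0.040, Fisher's exact test). The changes of VvAP3, VvSEP1 and VvSHP1-2 in the hermaphrodite (-0.0648, -0.0477 and -0.0143, adjusted p = 0.24, 0.18 and 0.82, Fisher's exact test) and of VvSTK in the male (-0.0510, adjusted p = 0.90, Fisher's exact test) cannot be distinguished from no change. VvSTK and VvSHP1-2 are stated not to vary between the sexes in the later stages, where the log2 RPKM of VvSTK in stage H was -1.55 in the hermaphrodite relative to the female. VvAP1 is stated to be more expressed in the male, where in stage G the female had an RPKM of 196.6 and the male 118.3. The Nodulin and lipoxygenase genes are stated not to be expressed in the hermaphrodite, where the lipoxygenase gene Vv13s0064g01480 had an RPKM of 5.53 in stage B. The Nodulin gene Vv01s0146g00260 had 0.909 in hermaphrodite stage H, below the RPKM of 1 at which genes were called expressed. The legend of Figure 6 describes the genes with putative exons as having no exon expression, where an RPKM of 0 with a putative exon was found in 74 genes of the female, 69 of the male and 66 of the hermaphrodite.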

Other observations

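The test of genders and the test of stages were repeated on other splits of the samples, with the gender labels shuffled within each stage or the stage labels within each gender. Of the 100 splits of the 12 samples for gender, 1, the real one, gave as many genes as the 3308 found, and the largest of the others gave 682. Of the 100 splits for stage, 1, again the real one, gave as many as 4546, and the largest of the others gave 2496. What the gender test measures is still open, since each gender is 1 plant. The contrast of the wild plants, male over female, held 989 genes, the hermaphrodite over female 1941 and the hermaphrodite over male 2857, so the smaller contrast with the cultivated plant had 1941 genes. This is consistent with a difference between the subspecies, or in their mapping to the reference genome of a cultivated grapevine, that adds to the difference between genders, and these cannot be told apart with the samples.

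In stage B, 9 of the 10 genes of the ABCDE model had their highest RPKM in the male, and 9 after thinning to equal depth, so depth did not produce the pattern. The developmental index of male stage B was 0.145875 on the axis of the other genders, where female stage B was at -0.0053 and hermaphrodite stage B at 0.0053. Those female and hermaphrodite samples set the start of the axis, so their values are opposite by construction. On the axis of the female and the male, stage B was at 0.048 in the hermaphrodite, 0.067 in the male and -0.067 in the female. The male buds called stage B may have been slightly further along development, and an earlier onset of these genes in the male cannot be told apart from this. In stages G and H the male, at 0.421 and 0.760, was below both other genders on the axis of the female and the hermaphrodite, so a smaller change of the genes of that axis in the male would give the stage B value as well.

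Genes that differ between female and male lie side by side more often than their number would give. Among 19678 tested genes on placed chromosomes, 73 pairs of neighbours changed in the same direction, 4.34217 times the mean of 100000 permutations of the positions (16.8 pairs), with a permutation p of 1e-05, the smallest that these permutations can give. Reads that map to several places in the reference do not account for this, as the ratio with reads that map to a single place was 4.38616. A read from a copy that differs from the reference can still map to a single place. Reads shared between tandem copies are therefore not excluded. The same ratio was 3.03 for hermaphrodite over female and 2.27 for hermaphrodite over male, each with p = 1e-04, the smallest that 10000 permutations can give. A candidate explanation is that blocks of neighbouring alleles were inherited together in the single plant of each gender, in which case part of the 989 genes may mark the plant and not the gender. The files hold no genotypes, and co-regulation of neighbouring genes was not tested.

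The strongest such block is on chromosome 13. In a scan of windows of 20 neighbouring tested genes over 19 chromosomes and both directions, the best window on chromosome 13, from 17156924 to 18011274, held 13 genes higher in the female than in the male, when none of 100000 permuted genomes had such a window and their best held 8 (permutation p = 1e-05, the smallest possible). The median share of reads mapping to a single place was 51.8% in the 20 genes of the window against 100% over all tested genes, so many of their reads also map elsewhere. With reads that map to a single place, 12 of the genes were still higher in the female. Of the 13 genes, 11 were also higher than in the hermaphrodite, and 2 other genes of the window were higher in the male. Variants of these copies in the female plant could shift reads between copies that are not unique in the reference, which was not tested, so no biological explanation is put forward. Chromosome 2 was looked at first, after its genes had been seen, and did not stand out in the scan. Its best window, from 4784357 to 4978139, held 5 of 20 genes higher in the female, with a permutation p of 0.232818. That p compares it with the best window anywhere in each permuted genome. A cluster of changed genes on chromosome 2 is therefore not ruled out. In the direction of genes higher in the male, the best window was on chromosome 14 from 5076427 to 5565424 with 7 of 20 genes (permutation p = 3.3e-04).

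Genes absent from a gender are not spread evenly over the chromosomes. Of the 8 placed genes without a read in the female, 4 lie on chromosome 19, a share reached in few permutations of the labels (p = 0.0097, permutation test, adjusted p = 0.027 over the 3 genders). Of the 22 placed genes absent from the male, 6 lie on chromosome 13 (permutation p = 0.018, adjusted p = 0.027), and for the hermaphrodite the permutation p was 0.24. With an RPKM below 0.1 in place of 0, the adjusted p was 0.023 for the female and 0.075 for the male, so the male result fails the adjustment there. Deletions or diverged alleles in a single plant could give such clusters, as could genes of the gender, and the files do not separate these. The neighbours Vv19s0027g00360 and Vv19s0027g00370 on chromosome 19 had no read in the male either. Their absence is therefore not particular to the female plant or its gender.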
